# BALB/c mice genetically susceptible to proteoglycan-induced arthritis and spondylitis show colony-dependent differences in disease penetrance

**DOI:** 10.1186/ar2613

**Published:** 2009-02-16

**Authors:** Balint Farkas, Ferenc Boldizsar, Oktavia Tarjanyi, Anna Laszlo, Simon M Lin, Gabor Hutas, Beata Tryniszewska, Aaron Mangold, Gyorgy Nagyeri, Holly L Rosenzweig, Alison Finnegan, Katalin Mikecz, Tibor T Glant

## Abstract

**Introduction:**

The major histocompatibility complex (H-2d) and non-major histocompatibility complex genetic backgrounds make the BALB/c strain highly susceptible to inflammatory arthritis and spondylitis. Although different BALB/c colonies develop proteoglycan-induced arthritis and proteoglycan-induced spondylitis in response to immunization with human cartilage proteoglycan, they show significant differences in disease penetrance despite being maintained by the same vendor at either the same or a different location.

**Methods:**

BALB/c female mice (24 to 26 weeks old after 4 weeks of acclimatization) were immunized with a suboptimal dose of cartilage proteoglycan to explore even minute differences among 11 subcolonies purchased from five different vendors. *In vitro*-measured T-cell responses, and serum cytokines and (auto)antibodies were correlated with arthritis (and spondylitis) phenotypic scores. cDNA microarrays were also performed using spleen cells of naïve and immunized BALB/cJ and BALB/cByJ mice (both colonies from The Jackson Laboratory, Bar Harbor, ME, USA), which represent the two major BALB/c sublines.

**Results:**

The 11 BALB/c colonies could be separated into high (n = 3), average (n = 6), and low (n = 2) responder groups based upon their arthritis scores. While the clinical phenotypes showed significant differences, only a few immune parameters correlated with clinical or histopathological abnormalities, and seemingly none of them affected differences found in altered clinical phenotypes (onset time, severity or incidence of arthritis, or severity and progression of spondylitis). Affymetrix assay (Affymetrix, Santa Clara, CA, USA) explored 77 differentially expressed genes (at a significant level, *P *< 0.05) between The Jackson Laboratory's BALB/cJ (original) and BALB/cByJ (transferred from the National Institutes of Health, Bethesda, MD, USA). Fourteen of the 77 differentially expressed genes had unknown function; 24 of 77 genes showed over twofold differences, and only 8 genes were induced by immunization, some in both colonies.

**Conclusions:**

Using different subcolonies of the BALB/c strain, we can detect significant differences in arthritis phenotypes, single-nucleotide polymorphisms (SNPs), and a large number of differentially expressed genes, even in non-immunized animals. A number of the known genes (and SNPs) are associated with immune responses and/or arthritis in this genetically arthritis-prone murine strain, and a number of genes of as-yet-unknown function may affect or modify clinical phenotypes of arthritis and/or spondylitis.

## Introduction

Rheumatoid arthritis (RA) is a chronic autoimmune disease that leads to inflammatory cartilage destruction and bone erosion in synovial joints. Although the pathological mechanism of RA is unknown, both environmental and genetic factors are thought to be involved in the etiology and pathogenesis of the disease [1]. Animal models, especially those that involve joint pathology in genetically altered rodents, are invaluable aids in the research of human autoimmune diseases [2-6]. Among the systemic animal models of RA, cartilage proteoglycan (PG) aggrecan-induced arthritis (PGIA) is a T cell-dependent and autoantibody/B cell-mediated disease in BALB/c mice which is frequently accompanied by spondylitis [7-10]. In addition to the major histocompatibility complex (MHC), PGIA and PG-induced spondylitis (PGIS) are controlled by multiple genetic loci [9,11]. Although various non-MHC genetic loci (quantitative trait loci; QTLs) may contribute to disease, different combinations of these QTLs may result in a remarkably uniform clinical phenotype of arthritis [12].

Due to a specific genetic background, the BALB/c strain shows a strong predisposition toward arthritis. In addition to PGIA, immunization with cartilage link protein [13] or human cartilage glycoprotein-39 (HC-gp39) [14] can induce arthritis, but only in BALB/c mice. Moreover, interleukin-1 (IL-1) receptor antagonist protein-deficient mice [15] and SKG mice, in which a spontaneous point mutation occurred in ZAP-70, develop spontaneous arthritis [16], both only in the BALB/c background.

Despite the efforts of companies to maintain genetically homogenous inbred colonies, there are differences among BALB/c colonies/substrains (for example, in body weight, size of littermates, and the composition of intestinal bacterial flora) maintained at different locations by the same vendor. According to the online public database of The Jackson Laboratory (Bar Harbor, ME, USA) [17], there are at least 492 single-nucleotide polymorphism (SNP) differences between their two inbred BALB/cJ and BALB/cByJ colonies; of these, at least 59 SNPs are present in 33 immune-regulatory genes in the mouse genome (F. Boldizsar and T.T. Glant, unpublished *in silico *analysis data). Some of these known, or as-yet-unknown, mutations may significantly influence the pathogenesis and progression of PGIA or PGIS.

Since we have 'simplified' the model by replacing the highly purified human fetal cartilage PG [7,18] with PG isolated from human osteoarthritic cartilage [19,20] and changed the Freund's adjuvants to a synthetic adjuvant [21], the PGIA/PGIS model became available to a wide range of applications, including the testing of new pharmacological agents. However, we and others observed differences in the onset, incidence, and severity of arthritis, even when the source of antigen (for example, our laboratory) and immunization protocols were the same. Therefore, either local environmental components or the source of BALB/c colony might account for the different levels of susceptibility to, or severity of, PGIA. Because environmental factors also play critical roles in RA susceptibility [22] and different BALB/c colonies may have different panels of spontaneous mutations, it has become necessary to test these components under uniform conditions. In the present study, we investigated the disease parameters (onset time, susceptibility, severity, and progression) simultaneously in various colonies of BALB/c mice in the same experimental setup. Because the BALB/c strain is highly susceptible to PGIA (and PGIS) and sooner or later all immunized animals develop arthritis independently of the colony source, we used a suboptimal dose of PG antigen to be able to monitor even minute differences among the colonies.

## Materials and methods

### Chemicals, antigen, animals, and immunization of mice with cartilage proteoglycan aggrecan

All chemicals, unless otherwise indicated, were purchased from Sigma-Aldrich (St. Louis, MO, USA) or Fischer Scientific Co. (Chicago, IL, USA). Mouse-specific cytokine enzyme-linked immunosorbent assay (ELISA) kits were purchased from R&D Systems (Minneapolis, MN, USA) or BD Biosciences (San Jose, CA, USA). Cartilage specimens from knee joints were obtained from osteoarthritic patients undergoing joint replacement surgery. The use of human cartilage for PG isolation was approved by the Institutional Review Board of Rush University Medical Center (RUMC) (Chicago, IL, USA). PG isolation has been described in detail [19,20]. All animal experiments were approved by the Institutional Animal Care and Use Committee of RUMC. Animals were maintained in a pathogen-free environment in the same room and rack. A total of 178 (retired breeder) female BALB/c mice of 11 colonies (Table 1) were ear-tagged, and registered mice (all 24 to 26 weeks old) were randomly mixed and left for acclimatization to the local environment for 4 weeks prior to the first immunization.

**Table 1:** Arthritis susceptibility, severity, and onset of different BALB/c colonies

Colony^a^		Vendors	Arthritic/total number of animals		Arthritis score (acute)^b^	Onset score^c^
				
Number	Symbol		Incidence	Percentage		
1	●	Portage P08; Charles River Laboratories, Inc. (Wilmington, MA, USA)	16/16	100%	11.0 ± 1.1	2.3 ± 0.3
2	●	Canada II; Charles River Laboratories, Inc.	15/15	100%	10.3 ± 1.3	2.5 ± 0.4
3	●	Harlan Laboratories, Inc. (Indianapolis, IN, USA)	12/13	92%	9.7 ± 1.5	2.8 ± 0.5
4	■	Kingston K72; Charles River Laboratories, Inc.	13/14	93%	8.8 ± 1.2	2.1 ± 0.4
5	■	Raleigh R02; Charles River Laboratories, Inc.	15/15	100%	7.6 ± 1.0	1.9 ± 0.3
6	■	Taconic Farms, Inc. (Hudson, NY, USA); Charles River Laboratories, Inc.	15/18	83%	7.5 ± 1.4	1.6 ± 0.3
7	■	NCI/Kingston (Charles River Laboratories, Inc.)	17/20	85%	6.8 ± 0.9	1.5 ± 0.2
8	■	BALB/cJ; The Jackson Laboratory (Bar Harbor, ME, USA)	16/19	84%	6.6 ± 1.1	2.1 ± 0.3
9	■	Raleigh R12; Charles River Laboratories, Inc.	10/13	77%	6.4 ± 1.5	1.2 ± 0.2
10	▲	Hollister H42; Charles River Laboratories, Inc.	10/15	67%	3.8 ± 0.8	1.1 ± 0.2
11	▲	Bailey's BALB/c ByJ; The Jackson Laboratory	15/20	75%	2.4 ± 0.7	1.0 ± 0.2

All animals were immunized with human cartilage proteoglycan aggrecan in dimethyldioctadecyl-ammonium bromide. Values represent mean ± standard error of the mean. ^a^Colony numbers indicate the different BALB/c colonies. ^b^Highest arthritis score measured at any time point of the experiment. ^c^Onset score was calculated at the end of the experiment (days 63 and 64) and ranged from the earliest onset of inflammation (5) to no arthritis (0). Circles (●) represent the most arthritis-prone colonies. Designation was based on the statistical analysis showing no significant differences between these three colonies (1 to 3) comparing two major clinical variables: onset and severity. Therefore, these three colonies were combined and designated as group I (Figure 1a). Squares (■) indicate the average clinical phenotype of arthritis (colonies 4 to 9) with no significant differences using onset and severity scores as clinical phenotype markers. This combined group is designated as group II (Figure 1a). Triangles (▲) represent the two least arthritic or least susceptible colonies, 10 and 11. Data of these two colonies were combined, and the two colonies together were designated as group III (Figure 1a). NCI, National Cancer Institute (Bethesda, MD, USA).

Mice were injected intraperitoneally with a 'suboptimal' dose of human cartilage PG aggrecan (equivalent to 75 μg, instead of the 'standard' dose of 100 μg of core protein of PG) emulsified with 2 mg of dimethyldioctadecyl-ammonium bromide (DDA) adjuvant in 200 μL of phosphate-buffered saline (pH 7.4). DDA is a synthetic adjuvant with positively charged micelle-forming hydrophobic-hydrophilic (detergent-like) properties and does not contain mineral oil or mycobacterial components as Freund's adjuvants do [21]. Intraperitoneal injections were given on days 0, 21, and 42 of the experiment, and mice were sacrificed on days 63 and 64. The goal of using a suboptimal dose of cartilage PG aggrecan was necessary; otherwise, all animals develop arthritis with a high arthritis score after the third PG aggrecan (100 μg) injection in DDA [20,21]. About half a year later, these experiments were repeated using BALB/cJ and BALB/cByJ strains (The Jackson Laboratory) and Portage P08 and Hollister H42 (Charles River Laboratories, Inc., Wilmington, MA, USA) as well as National Cancer Institute (NCI) (Bethesda, MD, USA) (Kingston) BALB/c colonies (10 to 15 animals per group).

### Clinical and histological assessment of arthritis and spondylitis

Arthritis severity was determined using a visual scoring system based on the degree of swelling and redness of the front and hind paws [7,18,20]. Animals were examined at least three times a week and inflammation was scored from 0 to 4 for each paw, resulting in a cumulative arthritis score ranging from 0 to 16 for each animal [7,20]. To monitor early inflammatory reactions as well, in this particular study, an acute arthritis score of 0.5 was given if at least two interphalangeal, metacarpo-phalangeal, or metatarso-phalangeal joints were swollen but the paw inflammation (swelling and redness) did not reach the 'standard' level of an arthritis score of 1 [20]. Animals were scored alternatively by two investigators in a blind manner. Incidence of the disease was expressed as the percentage of arthritic mice to the total number of PG-immunized mice per colony. Acute arthritis (severity) score was applied only to arthritic animals. In addition, an arbitrary score (from 5 to 0) from the earliest onset of arthritis (onset score of 5) to negative (onset score of 0) was established for each mouse [23,24]. This onset score represents how quickly a mouse developed arthritis.

Upon sacrifice, limbs and spines were removed, fixed in 10% formalin, acid-decalcified, and processed in accordance with standard histological procedures [7-9,20]. A total of 2,298 intervertebral discs (IVDs) of 127 spines (7 to 15 per colony) were examined and scored. A modified histological scoring system of the spine [10] was established by assessment of the severity of spine involvement, which may achieve a score for each IVD, ranging from 0 to 8. No inflammation was scored as 0, inflammatory (leukocyte) cell accumulation (peridiscitis and enthesitis) was scored as 1 or 2, progression of IVD resorption was scored as 3 to 6, fibrotic or fibro-cartilaginous ankylosis (with complete disc resorption) received a score of 7, and complete ankylosis due to chondrophyte/osteophyte formation was scored as 8. A cumulative spodyloarthropathy score (the sum of spondylitis scores per spine) was calculated for each animal.

### Measurements of serum cytokines and anti-proteoglycan antibodies and the lymphocyte responses

Serum cytokines IL-1β, IL-4, IL-6, interferon-gamma (IFN-γ), and tumor necrosis factor-alpha were measured by ELISA. Antigen-specific lymphocyte responses were measured in spleen cell cultures in the presence or absence of 50 μg/mL human PG antigen. Antigen-specific IL-2 production was measured as a proliferative response of CTLL-2 cells to IL-2 in 48-hour spleen cell supernatants (CTLL-2 bioassay) [20]. Lymphocyte proliferation was assessed on day 5 of culture by measuring [^3^H]-thymidine incorporation [18,20], and antigen-specific T-cell proliferation was expressed as stimulation index [7,18,20]. *In vitro *production of the above-listed cytokines was also measured in supernatants of antigen (PG)-stimulated (50 μg/mL) spleen cell cultures on day 5 using ELISA. Secreted cytokine concentrations were normalized to nanograms per million cells [9,11].

PG-specific serum antibodies were measured by ELISA using at least three different serum dilutions. Highly purified human or mouse cartilage PG [25] was immobilized onto the surface of Nunc-Maxisorp 96-well plates (Nalge Nunc, Naperville, IL, USA) [20]. For PG-specific IgG isotype assays, peroxidase-labeled goat anti-mouse IgG1 (Zymed Laboratories, Inc., now part of Invitrogen Corporation, Carlsbad, CA, USA) and IgG2a (BD Biosciences) were employed. Serum PG-specific antibody levels were calculated using serial dilutions of pooled and standardized sera of mice with PGIA [20].

### Affymetrix hybridization and related statistical analysis

RNA samples from spleen cells of naïve and immunized (12 days after the intraperitoneal PG injection) mice were extracted with TriReagent (Sigma-Aldrich) in accordance with the instructions of the manufacturer. Affymetrix hybridization (Affymetrix, Santa Clara, CA, USA) was performed using 'Mouse Genome 430 2.0' gene chips. Biotinylation of cRNA, labeling, and hybridization were processed by the Genomic Core Facility of the University of Illinois at Chicago. Data were analyzed using the GeneSpring GX 10.0 software package (Agilent Technologies, Inc., Santa Clara, CA, USA). Robust multi-array average [26] summarization algorithm (with quantile normalization and median polish probe summarization procedures) and baseline transformation (that is, per gene normalization; baseline to median of all 12 samples) were run on data using a logarithmic scale. All sample replications passed quality control. For pairwise comparisons, the Student-Newman-Keuls *post hoc *test was performed after one-way analysis of variance on four groups (naïve BALB/cJ, naïve BALB/cByJ, immunized BALB/cJ, and immunized BALB/cByJ) to identify statistically significant (*P *< 0.05) differentially expressed transcripts and statistical differences between naïve and immunized mice of the two colonies. Asymptotic *P *value computation and Benjamini-Hochberg false discovery rate multiple testing correction were applied [27]. Hierarchical clustering was applied to significantly differentially expressed genes, based on the Pearson centered distance metric and centroid linkage rule. Differentially expressed transcripts were annotated with the GeneSpring software. The bivariate linear correlation (Pearson) test was performed to identify statistical correlations among spine and arthritis parameters. The Fisher exact chi-square test was applied when normal and diseased animals were compared. These statistical analyses were performed using SPSS version 16.0 statistical software (SPSS Inc., Chicago, IL, USA).

## Results

### Susceptibility, severity, and onset of arthritis in different BALB/c colonies

Based on the visual scoring system [20] and later confirmed by histology, we could sort the 11 BALB/c colonies into three major groups. There were no statistical differences in arthritis severity and onset time within any of the three groups (Table 1 and Figure 1a). Overall, arthritis scores ranged from 2.4 ± 0.7 to 11.0 ± 1.1 and the onset score of arthritis ranged from 1.0 ± 0.2 to 2.8 ± 0.5 (Table 1). Most of the BALB/c colonies (colony numbers 4 to 9, henceforth called group II) developed arthritis at an average severity of 7.2 ± 0.5 and at onset scores of 1.8 ± 0.1 (Table 1 and Figure 1a). Compared with group II, group I (colonies 1 to 3, Table 1) comprised the most susceptible substrains, which developed arthritis earlier and with greater severity than any other colonies. In contrast, group III (colonies 10 and 11, Table 1) showed the least severe arthritis (mean arthritis score of 3.0 ± 0.6) with delayed onset time (1.0 ± 0.2), and approximately 30% of the immunized animals did not have arthritis at the end of the experiment (Table 1 and Figure 1a). In arthritic animals, the histopathological abnormalities (cellular infiltration, synovitis, pannus formation, and cartilage and bone erosions) were similar to those (data not shown) described earlier in numerous papers [7-9,20,28], and there were no differences in the histopathology when peripheral joints of any subcolonies with the same clinical scores [20] were compared (data not shown).

**Figure 1:**
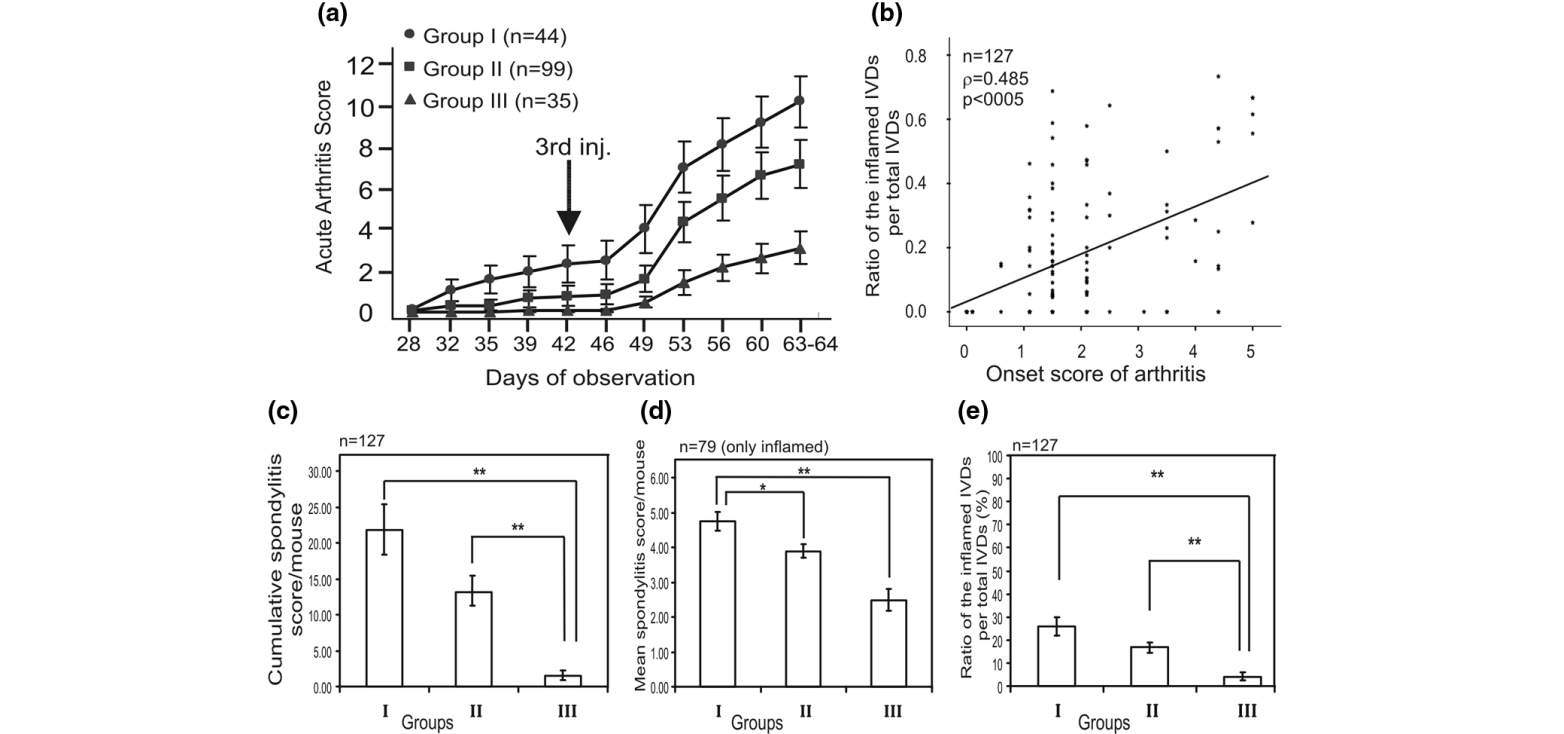
Progression and severity of arthritis in 11 BALB/c colonies sorted into three different groups (listed in Table 1), correlation between the onset of arthritis and spine involvement, and comparison of the three arthritic groups with different spine inflammation scores. **(a) **Each animal was scored for arthritis three times a week, and scores are shown as mean ± standard error of the mean. Arrow indicates the third injection, administrated on day 42. Significant differences (*P *< 0.01), calculated by one-way analysis of variance, were found from day 32 between groups I, II, and III. **(b) **The ratio of the number of inflamed intervertebral discs (IVDs) per the total number of IVDs showed positive significant correlation (Pearson correlation coefficient ρ = 0.485; *P *< 0.0005) with the onset of arthritis. **(c-e) **Significant differences were found among the three arthritic groups when compared with three spine representative scores: cumulative spondylitis score (c), the mean spondylitis score (d), and the ratio of the number of inflamed IVDs per total number of IVDs (e). Asterisks indicate the level of significance between groups (*P < 0.05 and **P < 0.01) using Tamhane (c, e) (n = 127) and least significant difference (d) (n = 79) *post hoc *tests.

### Histopathology of the spine

A total of 127 spines were formalin-fixed, x-ray-imaged, and then processed for histological analysis. Following the earlier scoring system [10], IVD involvement was analyzed using three parameters: (a) the cumulative spondyloarthropathy score of each animal (Figure 1c), (b) the mean (IVD) inflammatory score per animal (Figure 1d), and (c) the ratio of the number of the inflamed IVDs per total number of IVDs (expressed as a percentage) (Figure 1e). In the scoring of the 127 spine sections, spondylitis was diagnosed in 62.2% of BALB/c mice, which was significantly lower (*P *< 0.05) than the mean of arthritis incidence (86.5%; n = 178). This observation confirmed that arthritis and spondylitis could occur either together or separately in BALB/c mice [9] and that, most likely, different genes of different QTLs control PGIA and PGIS [9,29]. However, the most susceptible and most severely arthritic BALB/c colonies (Table 1) showed the most extensive spine involvement (Figure 1c–e) as assessed by using any of the three spondylitis parameters listed above. Similarly, animals that developed arthritis sooner exhibited more progressive spondylitis (Figure 1b). Although no PGIS-resistant BALB/c colony was found, there were large individual variations in the spine involvement. In addition, neighboring IVDs of the same animal frequently showed different stages of inflammation. Typically, the most affected spine segments were the distal lumbar and distal cervical regions, whereas the IVDs in the thoracic and proximal lumbar regions remained less affected.

### T cell- and B cell-mediated immune responses

Despite screening a wide spectrum of immunological parameters, we could not identify 'colony-specific' cytokine, T-cell, or B-cell responses. *In vitro *tests (T-cell proliferation and cytokine production) showed evidence of T-cell activation in response to PG stimulation, but T cell responses did not correlate significantly with either arthritis or spondylitis scores. Interestingly, female BALB/c mice of the Hollister and ByJ colonies (Table 1, colonies 10 and 11, group III), which were the animals least susceptible to PGIA and PGIS, produced the highest levels of anti-inflammatory IL-4, proinflammatory IL-6 and IFN-γ cytokines when assayed in spleen cultures. However, there was no evidence that any of these cytokine genes (Figure 2) were expressed differentially in BALB/cJ versus BALB/cByJ colonies (data not shown). 

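In naïve mice, interleukin-1β (Il1b), a proinflammatory cytokine of myeloid cells, was lower in BALB/cByJ than in BALB/cJ spleens, and the other 5 cytokine genes measured did not pass the test. The log2 difference of Il1b was -0.71 (SE 0.148, adjusted p = 0.0217 from limma). Those of Il4, the signature cytokine of Th2 cells, Il6, a proinflammatory cytokine, and Ifng, the signature cytokine of Th1 cells, were 0.09 (95% confidence interval -0.20 to 0.39), -0.06 (-0.29 to 0.18) and -0.21 (-0.61 to 0.18). Those of the T cell growth factor Il2 and of Tnf were -0.36 (adjusted p = 0.212) and -0.09 (adjusted p = 0.641). In the 6 arrays of immunized mice, none of the 6 genes was called by limma, and 2 had an unadjusted p under 0.05: Il4 at 0.39 (SE 0.137, adjusted p = 0.537) and Ifng at -0.43 (SE 0.18, adjusted p = 0.6). Il1b was at -0.07 (adjusted p = 0.93) in immunized mice, and the test of the difference between the states gave an adjusted p of 0.54. When adjusted over the list alone, 1 of the 6 genes was called in naïve mice, none in immunized mice and 4 over both states, against none over both states when adjusted over all probe sets. The call of Il1b in naïve mice was lost by the one-way analysis of variance of the methods (adjusted p = 0.209), when tested against a fold of 1.2 (0.288), and without naïve BALB/cByJ replicate 2 (0.0518) or 3 (0.0937) or naïve BALB/cJ replicate 1 (0.108) or 2 (0.101). It was also lost with the erythroid list mean as a covariate, chosen after the data were seen (adjusted p = 0.693), and without the 4 arrays with high pigment cell genes, also chosen then, which leaves naïve BALB/cJ with 1 array (adjusted p = 0.935).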

We hypothesized that BALB/c mice of the Hollister and ByJ 'low-susceptibility' colonies (with delayed onset and less severe arthritis) still might be in the initiative (proinflammatory) phase of arthritis at the end of the experiments (days 63 and 64). This was supported by the serum levels of autoantibodies to mouse PG (either IgG1 or IgG2a), which were significantly lower in animals of group III than in any other colonies (data not shown). Indeed, in supplemental experiments using age-matched females of The Jackson Laboratory's BALB/cJ and BALB/cByJ colonies or of Kingston and Hollister colonies of Charles River Laboratories, Inc. (average versus low-susceptibility animals) injected with the standard dose of 100 μg of PG protein on day 42 (third immunization), these particular midterm differences disappeared (data not shown).

**Figure 2:**
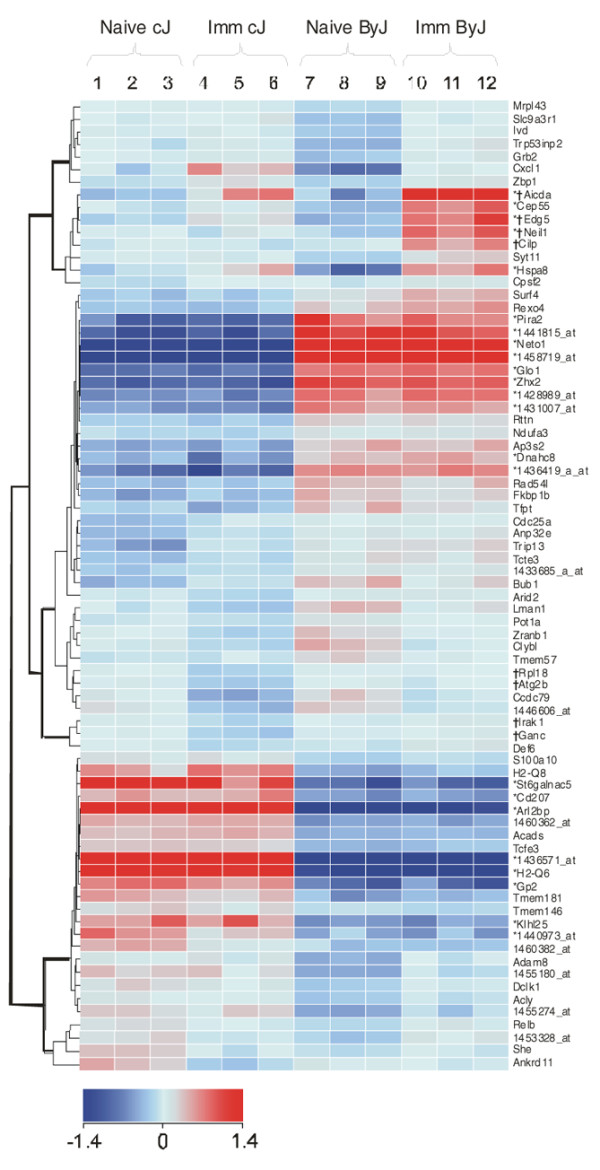
Hierarchical clusterization comparing the 77 genes expressed differently at significant levels in spleen cells of naive and proteoglycan-immunized (not-yet-arthritic) mice of BALB/cJ and BALB/cByJ colonies (n = 3 of each, four-group cross-comparison: naïve BALB/cJ versus immunized BALB/cJ, naïve BALB/cByJ versus immunized BALB/cByJ, naïve BALB/cJ versus naïve BALB/cByJ, and immunized BALB/cJ versus immunized BALB/cByJ). Color code indicates the normalized intensity expression values (with baseline transformation) on a logarithmic scale. Twenty-three genes showing over twofold differences in any of the four comparisons are labeled with asterisks. Whenever a gene name was not identified (n = 14), the original probe set ID (number_at), the Riken ID (numberRik), or the expressed sequence tag clone number is used. Those genes that showed significant differences only in response to immunization (n = 8) are labeled with the '†' symbol. Original data files are available via Gene Expression Omnibus (accession number [GEO:GSE13730] and National Center for Biotechnology Information tracking system number 15549466).

### Relationship between immune responses and clinical features

Next, we compared arthritis- and spondylitis-'specific' immune markers between the three groups of the clinical phenotypes (Table 2). We compared serum antibody, cytokine, and antigen-specific *in vitro *T-cell responses of 154 arthritic animals with 24 immunized as-yet-non-arthritic mice (Table 2). The incidence of PGIA in the three major groups was as follows: 98% in group I, 85% in group II, and 40% in group III. Although there was a trend, we found that none of the *in vitro*-measured T-cell activation markers (antigen-specific T-cell proliferation and cytokine production) correlated significantly with the clinical phenotype (severity) or histological results of arthritis. In contrast, IgG1 and IgG2a (auto)antibodies were significantly higher in arthritic than in non-arthritic animals (Table 2).

**Table 2:** Immunological differences between arthritic and non-arthritic animals as well as mice with or without spondylitis

Measured parameters	Arthritic animals (n = 154)	Non-arthritic animals (n = 24)	Mice with spondylitis (n = 80)	Mice without spondylitis (n = 47)
*In vitro *T-cell proliferation, SI	2.96 ± 0.07	3.25 ± 0.13	3.00 ± 0.09	3.00 ± 0.14
*In vitro *IL-2 production (CTLL-2), SI	2.67 ± 0.07	2.73 ± 0.15	2.68 ± 0.10	2.66 ± 0.11
*In vitro *IL-4 production, ng/10^6 ^cells	2.65 ± 0.14	2.91 ± 0.34	2.79 ± 0.22	2.39 ± 0.18
*In vitro *IL-6 production, ng/10^6 ^cells	1.83 ± 0.01	2.17 ± 0.33	1.88 ± 0.14	1.86 ± 0.19
*In vitro *IFN-γ production, ng/10^6 ^cells	8.06 ± 0.28	8.50 ± 1.07	7.61 ± 0.37	9.56 ± 0.65^a^
*In vitro *TNF-α production, ng/10^6 ^cells	0.74 ± 0.01	0.77 ± 0.02	0.74 ± 0.01	0.75 ± 0.02
Serum IL-4, pg/mL	15.29 ± 2.41	22.80 ± 5.92	15.52 ± 3.32	18.49 ± 4.46
Serum IL-6, pg/mL	166.45 ± 20.21	106.18 ± 26.97	97.59 ± 14.94	65.05 ± 20.61
Serum IL-1β, pg/mL	96.36 ± 11.55	41.70 ± 11.29	163.78 ± 27.72	143.10 ± 31.16
Serum IFN-γ, pg/mL	26.14 ± 2.62	34.59 ± 6.27	25.05 ± 3.65	33.49 ± 4.55
IgG1 antibodies to human PG, mg/mL	12.75 ± 0.57^b^	8.30 ± 0.94	23.33 ± 0.78^b^	8.85 ± 0.86
IgG2a antibodies to human PG, mg/mL	1.36 ± 0.14^a^	0.72 ± 0.29	1.44 ± 0.21^a^	0.82 ± 0.17
IgG1 antibodies to PG, μg/mL	172.55 ± 13.47^b^	76.41 ± 10.56	174.99 ± 18.95^a^	116.68 ± 17.7
IgG2a antibodies to PG, μg/mL	68.01 ± 5.68^b^	24.79 ± 6.76	72.10 ± 8.18^b^	34.57 ± 6.16

All animals were immunized simultaneously with human cartilage proteoglycan in dimethyldioctadecyl-ammonium bromide. A total of three injections were given at 3-week intervals, and mice were sacrificed 3 weeks after the third injection (on days 63 and 64) when all *in vitro *assays were performed. Values represent mean ± standard error of the mean. Histological analysis was performed, and each inflamed intervertebral disc (IVD) was scored from '0' to '8' as described in Materials and methods. Positive (spondyloarthopathic) animals were combined if at least one IVD was affected with inflammation. Superscript letters indicate the level of significance (^a^*P *< 0.05 and ^b^*P *< 0.01) between arthritic and non-arthritic animals or between mice with or without spondylitis. IFN-γ, interferon-gamma; IL, interleukin; PG, proteoglycan; SI, stimulation index; TNF-α, tumor necrosis factor-alpha.

We also compared the *in vitro *antigen (PG)-specific T-cell responses and serum antibody levels in mice having (n = 80) or not having (n = 47) spondyloarthropathy. PG-stimulated spleen cell cultures expressed significantly more IFN-γ in mice without spondyloarthropathy than those that already had spine inflammation (Table 2). In contrast, all antibody isotypes (either to the immunizing human or autoantibodies to mouse cartilage PG) were significantly higher in the spondyloarthopathic animals than in those having no spondylitis (Table 2).

### Microarray results

Certain genetic differences between colonies of the same murine strain have already been analyzed (for example, The Jackson Laboratory detected 492 SNPs between BALB/cJ and BALB/cByJ colonies, two sublines that were separated about 73 years ago) [17]. Therefore, in one of our 'prototype' experiments, we compared the gene expression profile of splenocytes of these two colonies prior to, and then 12 days after, the first PG injection, when the initial immune responses are detectable but there is no arthritis. Figure 2 shows the results of the analysis of 12 microarrays using three animals in each group. 

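Spleen RNA of naïve BALB/cJ, naïve BALB/cByJ, PG-immunized BALB/cJ and PG-immunized BALB/cByJ mice was hybridized to 12 whole-genome oligonucleotide arrays, 3 per group, each from a separate animal. The immunized mice were examined 12 days after the first PG injection. The naïve arrays carry sample numbers 10 to 15 and the immunized arrays 29 to 33 or 48 to 50. These runs are not stated to be batches, and immunization is not separated from them. The methods of the colony study give 75 μg of PG protein per injection and the labels of the arrays give 100 μg, in both cases with 2 mg of the adjuvant dimethyldioctadecylammonium. The authors summarized the probe intensities by robust multi-array averaging with quantile normalization and then subtracted from each probe set its median over the 12 arrays. In the deposited values these medians lay within 5e-07 of 0, so a value is the difference from the median array, and the signal level of a probe set is not known. The scale was read as log2: by the probe set with the smallest p of each label, all 22 matched labels that Figure 2 marks as over 2-fold differed by more than 1, against 2 of the 53 other matched labels (4 when any probe set of a label counts), whereas on a natural logarithm scale 15 and on a log10 scale 42 of those 53 would pass 2-fold. Of 45101 probe sets, 64 controls were left out and 45037 were tested. The annotation gave 1 gene for 34945 of these, several genes for 932 and no gene for 9160. Differences were taken as BALB/cByJ minus BALB/cJ or as immunized minus naïve, in a limma fit over all 12 arrays, and a probe set was called at a Benjamini-Hochberg adjusted p under 0.05. SE denotes the standard error of the difference from that fit. The gene groups and the main comparisons and their tests were fixed before the data were examined; later choices are named as such. The number of arrays limits the precision. In simulated data with a log2 difference of 1 added to 100 probe sets, 89 were called between the naïve and 92 between the immunized colonies. With immunization 96 were called in BALB/cJ and 89 in BALB/cByJ. With a difference of 0.5 the numbers were, in the same order, 34, 47, 41 and 41. Whether the simulated data vary as the measured arrays do was not tested. These numbers therefore do not give the share of real differences that was found.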

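Genes of the exocrine pancreas, an organ that lies beside the spleen, were high in 1 of the 12 arrays and less so in 2 others of the same group. In naïve BALB/cByJ replicate 1, 14 of 17 measured pancreatic acinar genes lay more than 1 above the median array on the log2 scale. The median of the 17 genes was 2.10 in this array and between -0.125 and 0.242 in the others. Carboxypeptidase B1 (Cpb1), a digestive enzyme, was the highest of the 17 at 4.25. It was at 1.46 and 0.69 in naïve BALB/cByJ replicates 2 and 3, the highest of the 17 in each. A probe set shared by the pancreatic amylase genes Amy2a1 to Amy2a5, which is not among the 17, was higher. It was at 8.06, 4.66 and 3.29 in naïve BALB/cByJ replicates 1, 2 and 3. Genes of red blood cell formation were low in 3 BALB/cJ arrays. The median of 20 measured erythroid genes was -1.11 and -1.26 in naïve BALB/cJ replicates 1 and 2, -0.725 in immunized BALB/cJ replicate 3 and -0.231 or higher in the other arrays. Genes of pigment cells, singled out after their values were seen, were high in 4 arrays. Dct, an enzyme of melanin synthesis, was at 6.29 and 6.27 in naïve BALB/cJ replicates 1 and 2, 5.69 in immunized BALB/cJ replicate 1 and 4.72 in immunized BALB/cByJ replicate 2, at 2.27 in naïve BALB/cJ replicate 3 and at 0.08 or lower in the others. Pmel, a protein of pigment granules, was at 4.17, 4.06, 3.59 and 2.38 in the same 4 arrays. Adiponectin (Adipoq), a hormone of fat tissue, was at 2.81 in immunized BALB/cJ replicate 1, where 3 of 10 measured adipose genes lay more than 1 above the median array. Granulocyte genes were highest in immunized BALB/cByJ replicate 3, in which the neutrophil collagenase Mmp8 was at 1.47 and 11 of 17 measured members lay more than 1 above the median array. The medians of the heat shock genes were 0.254 in immunized BALB/cByJ replicate 3 and 0.23 and 0.394 in immunized BALB/cJ replicates 2 and 3, and 0.0186 or lower in the other arrays. The standard deviation of all values of an array ranged from 0.13 in immunized BALB/cByJ replicate 1 to 0.265 in naïve BALB/cByJ replicate 1. Relative to the median array, the difference between the 3' and 5' control probe sets of actin ranged from -0.0921 to 0.157. That of Gapdh ranged from -0.128 to 0.301, and both were highest in naïve BALB/cByJ replicate 1. As the median of each probe set was subtracted, these values compare the arrays with each other only. The 3' to 5' difference within an array is not known. No pair of arrays held identical values, and the smallest standard deviation of the difference between any pair was 0.173.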

All samples passed all quality control tests, and 36,816 probe sets were analyzed. 

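A small set of genes separated the colonies in both naïve and immunized mice by large differences. Arl2bp, which encodes a binding partner of the GTPase ARL2, was lower in BALB/cByJ than in BALB/cJ mice, with a log2 difference of -2.74 (SE 0.0799, adjusted p = 4.4e-09 from limma) in naïve and -2.90 (adjusted p = 2.17e-09) in immunized mice. Otud3, a deubiquitinating enzyme, was lower by 1 of its 2 probe sets, with a log2 difference of -3.43 (SE 0.186, adjusted p = 1.11e-06) in naïve and -3.78 (adjusted p = 4.49e-07) in immunized mice; the other was not called. Higher in BALB/cByJ mice were Neto1, which encodes an auxiliary protein of glutamate receptors, with 2.86 (SE 0.095, adjusted p = 1.07e-08) and 2.84 (adjusted p = 1.19e-08), and Zhx2, a transcriptional repressor, with 1.94 (SE 0.102, adjusted p = 8.56e-07) and 1.91 (adjusted p = 9.41e-07). The largest difference of this kind was that of a probe set for which the annotation names no gene: 4.05 (SE 0.156, adjusted p = 3.42e-08) in naïve and 4.23 (adjusted p = 2.66e-08) in immunized mice. Across the 4 groups, 796 probe sets, representing 679 genes or unnamed probe sets, passed limma's moderated F-test. Of the 796, 685 were also called between the naïve colonies, 54 between the immunized colonies and 23 between naïve and immunized BALB/cByJ mice. By the one-way analysis of variance of the methods the count was 74, and with array weights it was 4865. It was 503, 484 and 224 without naïve BALB/cByJ replicates 1, 2 and 3, 128 and 111 without naïve BALB/cJ replicates 1 and 2, and 273 and 475 without immunized BALB/cByJ replicates 2 and 3. With the erythroid list mean of each array as a covariate, an alternative chosen after the data were seen, it was 74, and without the 4 arrays with high pigment cell genes, also chosen then, which leaves naïve BALB/cJ with 1 array, it was 29.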

As shown in the hierarchical clusterization panel, a total of 77 genes were expressed at significantly different levels between naive and immunized BALB/cJ and BALB/cByJ age-matched female mice. 

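By limma, most differences over 2-fold lay between the naïve colonies and were higher in BALB/cByJ mice. Between naïve colonies, 388 probe sets differed by more than 2-fold, 347 higher and 41 lower in BALB/cByJ, and between immunized colonies 28 did, 16 higher and 12 lower. With immunization in BALB/cByJ mice 11 probe sets rose and 1 fell by more than 2-fold. The one-way analysis of variance of the methods called 67 probe sets of any size between the naïve colonies (37 higher and 30 lower). Between the immunized colonies it called 71. Among the genes lower in both states were St6galnac5, a sialyltransferase, with log2 differences of -2.68 (SE 0.239, adjusted p = 0.000152) in naïve and -1.90 (adjusted p = 0.0037) in immunized mice, and Gp2, a membrane glycoprotein that binds bacteria, with -1.66 (SE 0.156, adjusted p = 0.000221) and -1.43 (adjusted p = 0.00111). The fatty acid-binding protein gene Fabp7 and Mgp, an inhibitor of calcification, were called only in naïve mice, at -2.89 (SE 0.329, adjusted p = 0.0013) and -1.98 (adjusted p = 0.0172); their differences between the states of immunization did not pass the test. Both were high in BALB/cJ arrays with high pigment cell genes: Mgp was at 1.71, 1.63 and 0.34 in naïve BALB/cJ replicates 1, 2 and 3 and 1.55 in immunized BALB/cJ replicate 1, and Fabp7 at 1.62, 1.75, 0.93 and 1.22. In immunized BALB/cByJ replicate 2, the other array with high pigment cell genes, Mgp was at -0.03 and Fabp7 at 0.22. Without the 4 arrays with high pigment cell genes, which leaves naïve BALB/cJ with 1 array, Mgp was not called. As so few arrays were left, this loss cannot decide whether the difference of Mgp rests on the 4 arrays. Higher in naïve BALB/cByJ mice were Icam4, an adhesion molecule of red blood cells, at 2.04 (SE 0.438, adjusted p = 0.0241), which was low in the arrays with low erythroid genes (-1.65 and -1.98 in naïve BALB/cJ replicates 1 and 2 and -1.45 in immunized BALB/cJ replicate 3), and Mid1, a ubiquitin ligase of microtubules, at 2.20 (adjusted p = 0.0101). The largest difference was that of a probe set shared by the pancreatic amylase genes Amy2a1 to Amy2a5, at 5.32 (SE 0.813, adjusted p = 0.0077); its values were 8.06, 4.66 and 3.29 in naïve BALB/cByJ replicates 1, 2 and 3, the first of which had the highest pancreatic genes. Of the probe sets past the F-test, 233, representing 200 genes or unnamed probe sets, differed by more than 2-fold in any of the 4 pairwise comparisons. This count was 27 by the one-way analysis of variance of the methods, by which Fabp7, Mgp, Icam4, Mid1 and the amylase probe set were not called, 645 with array weights and 124 at the level of genes. It was 151 and 79 without naïve BALB/cByJ replicates 1 and 3, 55, 56 and 497 without naïve BALB/cJ replicates 1, 2 and 3, and 102 without immunized BALB/cByJ replicate 2. With alternatives chosen after the data were seen it was 42 with the erythroid list mean as a covariate, 421 without the 4 arrays with high pancreatic or heat shock genes and 25 without the 4 with high pigment cell genes.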

Twenty-three genes showed greater than twofold differences (Figure 2), and 11 of the 77 genes were described as immune response genes or associated with arthritis (Additional data file 1) [30-65]. When we compared the 77 genes expressed significantly in naïve and immunized mice, 69 were specific for naïve and only 8 genes were associated with the immunization (Figure 2) (Gene Expression Omnibus accession number [GEO:GSE13730] and National Center for Biotechnology Information tracking system number 15549466).

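Before immunization, spleens of BALB/cByJ mice had higher levels of genes of red blood cell formation and of cell division than spleens of BALB/cJ mice, and lower levels of some genes of B cells, dendritic cells and antigen presentation. Of 20 measured erythroid genes, 17 were higher and none was lower in naïve BALB/cByJ mice (20 higher when adjusted over the list alone), with a median log2 difference of 1.30. They included Gata1, a transcription factor of the red cell lineage, at 1.30 (SE 0.233, adjusted p = 0.00986 from limma), and Rhag, a red cell membrane channel, at 1.86 (adjusted p = 0.0129). The list's adjusted p was 4.81e-16 from camera with a preset correlation between genes, and adjusted p = 0.35 with an estimated correlation. Of 35 measured cell cycle genes, 33 were higher and none was lower (34 higher when adjusted over the list alone), with a median of 0.826 (camera adjusted p = 1.1e-31, and adjusted p = 0.301 with an estimated correlation). Cenpe, a kinetochore motor, was at 1.52 (SE 0.204, adjusted p = 0.00371), and Bub1, a spindle checkpoint kinase, at 0.94. Bub1, Cep55, Trip13, Cdc25a and Rad54l are labels of Figure 2, so this list is in part not independent evidence. Both lists moved with the low erythroid values of naïve BALB/cJ replicates 1 and 2, where the cell cycle median was -0.691 and -0.755. Of 16 measured B cell genes, 2 were lower and 14 did not pass the test (10 lower when adjusted over the list alone): the IgM receptor Fcmr at -0.32 and the low-affinity IgE receptor Fcer2a at -0.45 (median -0.252, camera adjusted p = 2.17e-06, and adjusted p = 0.35 with an estimated correlation). Of 17 measured dendritic cell genes, 7 were lower and 1 was higher (8 and 1 when adjusted over the list alone), with the activation marker Cd83 at -0.55 and Siglech, a receptor of plasmacytoid cells, at 0.52 (median -0.206, camera adjusted p = 0.000361, and adjusted p = 0.35 with an estimated correlation). Of 11 measured MHC class II genes, 4 were lower (6 when adjusted over the list alone), among them H2-Ab1 at -0.33 and the class II transactivator Ciita at -0.28 (median -0.173, camera adjusted p = 0.000144, and adjusted p = 0.4 with an estimated correlation). By the one-way analysis of variance of the methods none of the erythroid, B cell, dendritic cell and MHC class II genes was called and 1 of the cell cycle genes was (Cdc25a). With 1 naïve array left out, the numbers of erythroid, cell cycle, B cell, dendritic cell and MHC class II genes called, in this order, against 17, 33, 2, 8 and 4 with all arrays, were 1, 14, 0, 1 and 0 without BALB/cJ replicate 1, 0, 5, 0, 1 and 0 without BALB/cJ replicate 2, 19, 33, 4, 6 and 2 without BALB/cJ replicate 3, 17, 34, 1, 4 and 2 without BALB/cByJ replicate 1, 6, 31, 2, 6 and 4 without BALB/cByJ replicate 2, and 1, 15, 0, 2 and 0 without BALB/cByJ replicate 3. The alternatives that follow were chosen after the data were seen. Without the 4 arrays with high pancreatic or heat shock genes the numbers were 19, 34, 1, 4 and 0, and without the 4 arrays with high pigment cell genes none was called in any of the 5 lists. With the erythroid list mean as a covariate, which takes out the difference of that list by construction, none of the genes of the other 4 lists was called; over all naïve colony calls outside the erythroid list 0.565 of the difference remained in the median, with a standard error 1.61 times larger.

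In all, 1976 probe sets were called between the naïve colonies, 1206 higher and 770 lower in BALB/cByJ mice, and 54 between the immunized colonies, 34 higher and 20 lower. With immunization 22 probe sets rose and 1 fell in BALB/cByJ mice. In BALB/cJ mice limma called 0, with 4137 at an unadjusted p under 0.05; the one-way analysis of variance of the methods with its pairwise comparisons called 28, array weights 651 and leaving out immunized BALB/cJ replicate 3 called 3. Of the 796 probe sets past the F-test, 111 were not called between the naïve colonies. The number called between the naïve colonies was 67 by the analysis of variance of the methods, by which 71 were called between the immunized colonies. Quantile normalization of the deposited values gave 1309. Array weights gave 5950, of which 2903 were higher and 3047 lower, so the majority turned. The number was 1262 from the arrays of the naïve groups alone and 83 when tested against a fold of 1.2. It was 161 and 232 without naïve BALB/cJ replicates 2 and 1, and 265 and 1285 without naïve BALB/cByJ replicates 3 and 2. With alternatives chosen after the data were seen it was 26 with the erythroid list mean as a covariate, by which 47 were called between the immunized colonies, 3065 without the 4 arrays with high pancreatic or heat shock genes, and 15 without the 4 with high pigment cell genes, where 17 were called between the immunized colonies.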

## Discussion

Although female BALB/c mice are close to 100% susceptible to PG-induced arthritis after three consecutive immunizations with human cartilage PG aggrecan [7,18,66], we found significant differences in arthritis severity, onset, and progression among the inbred colonies. Our findings, however, do not indicate that animals in group III acquired resistance; rather, these mice showed a tendency to develop arthritis, but they needed a longer period of time, a higher dose of antigen, or an additional (fourth) injection of human PG. Similar results were found when F2 hybrid mice of susceptible BALB/c and resistant strains were immunized and tested for arthritis- or spondyloarthropathy-associated QTLs using the same antigen, immunization protocol, and scoring system (visual and histology) and when MHC- and age-matched animals were housed in the same room, occasionally for more than half a year [9,11,23,24,29,66]. These genome-wide screening studies explored overlapping QTLs in different genetic combinations between high- or low-susceptibility F2 hybrids, indicating that different combinations of genes may affect disease onset and/or severity [9,24,29]. In this comparative study, differences among different colonies suggest that either as-yet-unknown genetic factors or differences in transforming environmental effects at the site of origin and/or our animal facility (although both are pathogen-free) caused these unexpected findings. Some of the most important environmental factors are the normal intestinal microbial flora and various bacterial cell wall components (for example, peptidoglycans) [67], which may affect the phenotype (onset and/or severity) of arthritis. Although a variation in the composition of normal bacterial flora can explain some of our findings, we have not had a chance yet to investigate intestinal flora-related differences in detail in the 11 BALB/c colonies.

Certain BALB/c substrains are known for the production of plasmacytoma in response to mineral oil injection [68], which generated a myeloma cell line (Sp2/0.Ag.14), a fusion partner with lymphoblasts routinely used in monoclonal antibody technology [69]. Moreover, though not frequently (in less than 2% of retired breeder female BALB/c mice and, so far, only in the NCI/Kingston colony), we observed spontaneous arthritis with less or more extensive synovitis and inflammation (T.T. Glant and K. Mikecz, unpublished observation), occasionally associated with cartilage erosion in small peripheral joints, which are histology features that were indistinguishable from those seen in PGIA (unpublished observation).

Although the dominant genetic factor is the MHC in both RA and PGIA, the MHC alone is insufficient to affect arthritis susceptibility and severity (for example, in H-2d DBA/2 mice) [9]. Two 'Q' subloci (Q6 and Q8) were expressed at a significantly higher level in BALB/cJ mice than in BALB/cByJ mice (Figure 2 and Additional data file 1), which might contribute to the earlier onset or more severe arthritis in BALB/cJ mice, but none of these subloci was associated with the immunized state (in Figure 2, see naïve versus immunized pairwise comparisons of the two subcolonies). 

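Both probe sets that the annotation assigns to the H2-Q6 and H2-Q8 genes, which encode nonclassical MHC class I molecules, were lower in BALB/cByJ than in BALB/cJ spleens. The probe set shared by H2-Q6 and H2-Q8 had a log2 difference of -2.56 (SE 0.172, adjusted p = 9.6e-06 from limma) in naïve and -2.67 (adjusted p = 7.89e-06) in immunized mice. The probe set shared by H2-Q6, H2-Q8 and H2-Q4 had -3.17 (SE 0.237, adjusted p = 2.82e-05) and -3.38 (adjusted p = 1.43e-05). As each is shared by several genes, neither measures H2-Q6 or H2-Q8 alone. With immunization, the first of these differed by 0.02 in BALB/cJ (adjusted p = 0.986) and -0.08 in BALB/cByJ mice (adjusted p = 0.917), and the other by 0.08 (adjusted p = 0.954) and -0.13 (adjusted p = 0.907). Among the neighbouring Q genes, H2-Q5 was lower by 1 of its 2 probe sets, with -0.91 (SE 0.106, adjusted p = 0.00145) in naïve and -0.98 (adjusted p = 0.00103) in immunized mice, but not by the other, with -0.06 in naïve mice (adjusted p = 0.799). The mean of its probe sets was not called in immunized mice (adjusted p = 0.0693). In naïve mice H2-Q2 differed by -0.00069 (adjusted p = 0.998), H2-Q10 by 0.02 (adjusted p = 0.958), and the probe set shared by H2-Q9 and H2-Q7 by -0.24 (adjusted p = 0.315). Of 14 measured MHC class I genes as a list, 1 was higher and 1 was lower in naïve BALB/cByJ mice (1 higher and 2 lower when adjusted over the list alone), with a median of -0.0998 and an adjusted p of 0.0825 from camera. From the higher level in BALB/cJ mice, the paper raises the possibility that these subloci contribute to the earlier onset or greater severity of arthritis in that colony, and from the naïve and immunized pairs it states that they were not associated with the immunized state.

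**Figure D1:**
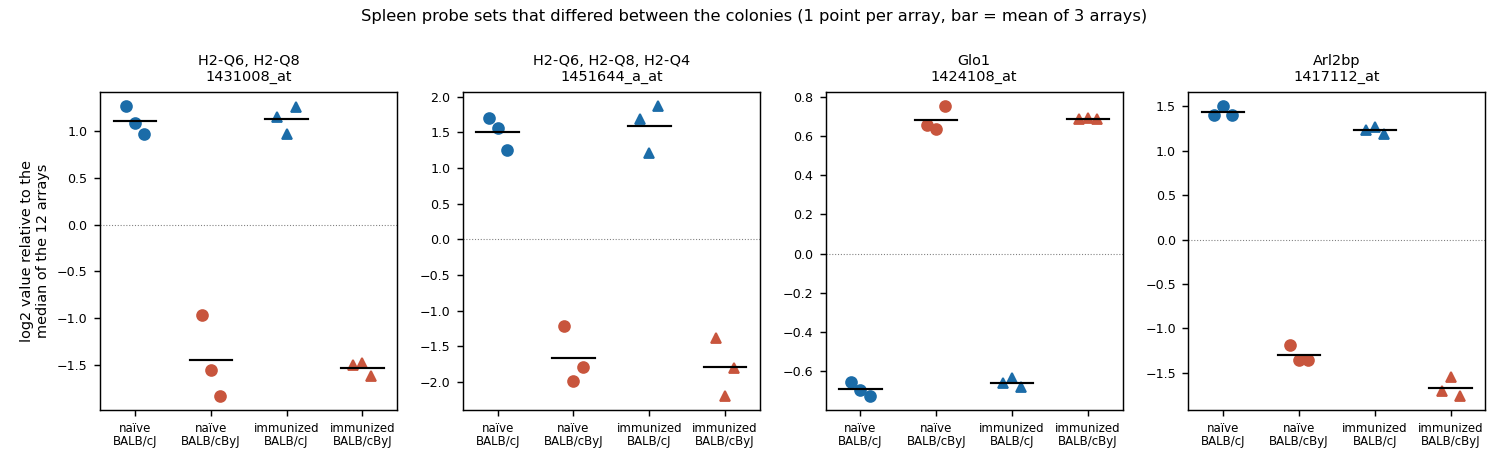
Log2 values, relative to the median of the 12 arrays, of 4 probe sets in each array: the one shared by H2-Q6 and H2-Q8, the one shared by H2-Q6, H2-Q8 and H2-Q4, 1 of Glo1 and 1 of Arl2bp. Points are arrays (circles naïve, triangles immunized, blue BALB/cJ, red BALB/cByJ), bars are means of 3 arrays, and the vertical axes differ between panels; for the probe set of H2-Q6 and H2-Q8 the naïve arrays lie between 0.97 and 1.27 in BALB/cJ and between -1.83 and -0.97 in BALB/cByJ.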

Another critical factor in the pathogenesis of PGIA is the non-MHC genetic component (reviewed in [9,70]). The first albino mouse was found by a pet dealer in Ohio in 1913 [71]. Brothers and sisters were systematically mated and an inbred colony was established in 1920 [71].

The original BALB/c colony was separated in 1935. One of these colonies was maintained by G. Snell at The Jackson Laboratory (BALB/c J), and the other was maintained by H.B. Andervont (BALB/c AnN) and then transferred to the National Institutes of Health (NIH) (Bethesda, MD, USA) in 1951 [72]. All other BALB/c colonies are derived from these two ancient ancestors. Charles River Laboratories, Inc., started breeding BALB/c mice in 1974 (mice from NIH), Harlan Laboratories, Inc., (Indianapolis, IN, USA) in 1986 (mice from NIH), and Taconic Farms, Inc. (Hudson, NY, USA) in 1988 (mice were purchased from the NIH). It is also relevant to note that, except for one BALB/c colony (Hollister, CA, USA), all of the distributors are located on the East Coast or in the Midwest regions of the US. During their 88-year history, inbred BALB/c colonies have been exposed to various environmental effects (moving to another location, repopulation from other colonies due to fire, and so on). Although the companies ensure the genetic homogeneity of the colonies by applying strict breeding and maintenance rules, differences among the colonies do occur.

Historically, the BALB/cJ colony represents the original BALB/c mice of The Jackson Laboratory (maintained since 1935), whereas the BALB/cByJ mice were inherited from the NIH and the breeding stock was transferred to The Jackson Laboratory in 1967, when D.W. Bailey joined the company. The two colonies have been maintained separately and represent the pedigree of the two original BALB/c lines (The Jackson Laboratory versus NIH). Therefore, the 492 SNPs [17] and the 77 differentially expressed genes (Figure 2) of the two colonies attest to the dynamic flexibility of the mammalian (mouse) genome, which keeps changing despite being exposed to comparable environmental conditions.

Thirty-three of the 492 SNPs and 11 genes (labeled in yellow in Additional data file 1) of the 77 differentially expressed genes in BALB/cJ and BALB/cByJ mice are related to immune regulatory functions, which in turn may affect arthritis onset, severity, and susceptibility. Although most of the SNPs are present in intron sequences, some of them may have an effect on exon splicing. However, the differences in the phenotypes can hardly be explained by the SNPs and the few immunoregulatory genes that are expressed differentially in both naïve and immunized BALB/cJ and BALB/cByJ mice. Similarly, 8 of the 77 genes showed differential expression (either upregulation or downregulation) in response to immunization (Figure 2, labeled with the '†' symbol). 

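Further genes differed between the colonies in both states and in the same direction. Cd207, the langerin receptor of dendritic cells, was lower in BALB/cByJ mice, with log2 differences of -1.01 (SE 0.106, adjusted p = 0.000724 from limma) in naïve and -1.02 (adjusted p = 0.000782) in immunized mice. A probe set shared by the immunoglobulin-like receptor genes Pirb, Pira2 and Pira1 was higher, with 1.79 (SE 0.182, adjusted p = 0.000554) and 1.66 (adjusted p = 0.00115). Of the 3 probe sets that name Pira2, each shared by several genes, it was the only 1 to pass the F-test. Glo1, which detoxifies methylglyoxal, was higher by all 4 of its probe sets, with 1.37 (SE 0.0648, adjusted p = 3.28e-07) and 1.35 (adjusted p = 4.17e-07) for the one with the smallest p. Dnah8, a dynein heavy chain, was higher by 1 of its 2 probe sets, with 0.68 (adjusted p = 0.0101) and 1.10 (adjusted p = 0.000723), the other being at 0.15 (adjusted p = 0.392) and 0.18 (adjusted p = 0.655), and Rtf2 lower in both states by all 3 of its probe sets. In all, 46 probe sets, representing 33 genes or unnamed probe sets, were called in the same direction in both comparisons. Chance would give 1.25 if all calls were independent. Of the 46, 26 were higher in BALB/cByJ mice (0.91 by chance) and 20 were lower (0.342 by chance). The calls are not independent, as both comparisons share the fit and its variance for each probe set. Some genes also have several probe sets, so these chance numbers may be too low. Of the 1976 probe sets called in naïve mice, 1731 (87.6%) had the same direction in immunized mice. Across all probe sets, which are not independent replicates, the correlation of the naïve with the immunized differences was 0.510. The number in both comparisons was 30 without probe sets whose names end in _s_at, _x_at or _a_at. It was 22 at the level of genes and 30 when tested against a fold of 1.2. With the erythroid list mean as a covariate, chosen after the data were seen, it was 24. With that covariate Cd207 and Dnah8 were no longer called in naïve mice (adjusted p = 0.193 and 0.57). Leaving out the 4 arrays with high pigment cell genes, also chosen then, leaves naïve BALB/cJ with 1 array. Cd207, the named probe set of Dnah8 and that of Pirb, Pira2 and Pira1 were then called in neither state. As fewer arrays were left, these losses cannot decide whether the differences rest on the 4 arrays. In naïve BALB/cJ replicate 3, the array left, the 3 probe sets were at 0.38, -0.26 and -1.02. In naïve BALB/cByJ mice they were from -0.68 to -0.49, 0.26 to 0.40 and 0.57 to 1.37.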

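Genes expressed by germinal centre B cells, the dividing B cells of the antibody response, rose with immunization in BALB/cByJ mice. Of the genes that Figure 2 marks for immunization, S1pr2 (labelled Edg5), a receptor that holds B cells in germinal centres, rose by a log2 difference of 1.21 (SE 0.108, adjusted p = 0.00157 from limma) by 1 of its 2 probe sets, and the other gave 0.40 (adjusted p = 0.351). Neil1, a DNA repair glycosylase, rose by 1.03 (SE 0.0975, adjusted p = 0.0016) and Cilp, a protein of the cartilage matrix, by 0.61 (SE 0.0828, adjusted p = 0.0271). Cilp was called in all 12 arrays together, but not when any single array other than naïve BALB/cJ replicate 1, immunized BALB/cByJ replicate 2 or immunized BALB/cJ replicate 1 was left out (adjusted p from 0.0509 to 0.164). In BALB/cJ mice S1pr2 differed by 0.36 (adjusted p = 0.378), Neil1 by 0.01 (adjusted p = 0.987) and Cilp by -0.07 (adjusted p = 0.865); Rgs13 and Mybl1 differed there by 1.61 (SE 0.316, adjusted p = 0.323) and 0.72 (SE 0.153, adjusted p = 0.323). For S1pr2, Neil1 and Cilp the test of the difference between the colonies' responses gave adjusted p values of 0.356, 0.198 and 0.356. Between the immunized colonies all 3 were higher in BALB/cByJ mice, Neil1 by 0.81 (adjusted p = 0.00262) and Cilp by 0.65 (adjusted p = 0.0041). No probe set of Atg2b, Irak1 or Ganc passed the F-test, with smallest adjusted p values of 0.0927, 0.169 and 0.0897; the label Rpl18 was not analysed here. Of 13 measured germinal centre genes, 6 rose and none fell in BALB/cByJ mice (9 rose when adjusted over the list alone), with a median of 0.405. They included Rgs13, a regulator of G-protein signalling, at 3.07 (SE 0.316, adjusted p = 0.00266), and the transcription factors Mybl1 at 1.28 (adjusted p = 0.0116) and Mef2b at 1.12 (adjusted p = 0.0129). The list's adjusted p was 1.82e-18 from camera, and adjusted p = 0.0311 with an estimated correlation; as S1pr2 and Neil1 are labels of Figure 2, it is in part not independent evidence. In BALB/cJ mice none of the 13 was called (3 when adjusted over the list alone), with a median of 0.109 (camera adjusted p = 0.0145, and adjusted p = 0.377 with an estimated correlation).

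Outside this list, Cep55, a protein of cell separation, rose by 1.08 (SE 0.0926, adjusted p = 0.00157) in BALB/cByJ mice. Hspa8, a chaperone, rose by 1.38 (SE 0.135, adjusted p = 0.0018) by 1 of its 4 probe sets, and the other 3 were not called. None of 17 measured genes of neutrophils and their precursors was called in BALB/cByJ mice (15 rose when adjusted over the list alone), with a median of 1.50 (camera adjusted p = 3.46e-22, and adjusted p = 0.301 with an estimated correlation), as for the granule enzyme Mpo at 1.81 (adjusted p = 0.097). No probe set was called by limma for a difference between the colonies in their response (3417 at an unadjusted p under 0.05, smallest adjusted p 0.198); 2 were after quantile normalization, 6 with the run of sample numbers as a block, 2 without naïve BALB/cByJ replicate 1, 1 without immunized BALB/cByJ replicate 2, and 10 and 3 without immunized BALB/cJ replicates 1 and 3. The 23 calls in BALB/cByJ mice became 3 with a trended and robust variance, which ended the calls of S1pr2 (adjusted p = 0.0749), Neil1 (0.225), Cilp (0.442), Rgs13 (0.188), Mybl1, Mef2b and Cep55. The number was 56 with the run of sample numbers as a block and 12 with the replicate number as a block. It was 13 with the median of each array subtracted and 15 at the level of genes. With the erythroid list mean as a covariate, chosen after the data were seen, it was 14. It was 6 from the arrays of BALB/cByJ mice alone and 6 when tested against a fold of 1.2. Leaving out the 4 arrays with high pigment cell genes, also chosen after the data were seen, ended the calls of Cilp, Mef2b and Hspa8. Of the BALB/cByJ arrays this takes out only immunized replicate 2, so these rises do not rest on it. Cilp, Mef2b and Hspa8 were at 0.42, 0.70 and 0.47 in that array. They were higher in immunized BALB/cByJ replicates 1 (0.64, 0.96 and 0.58) and 3 (0.70, 1.39 and 0.77). By the one-way analysis of variance of the methods Rgs13, Mybl1, Mef2b and Hspa8 were not called, and in the arrays of BALB/cByJ mice alone S1pr2, Neil1, Cilp and Mef2b were not. The calls numbered 14, 6 and 7 without naïve BALB/cByJ replicates 1, 2 and 3, 12 without any 1 of the naïve BALB/cJ replicates, 35 and 8 without immunized BALB/cByJ replicates 1 and 3, and 14 and 10 without immunized BALB/cJ replicates 2 and 3.

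**Figure D2:**
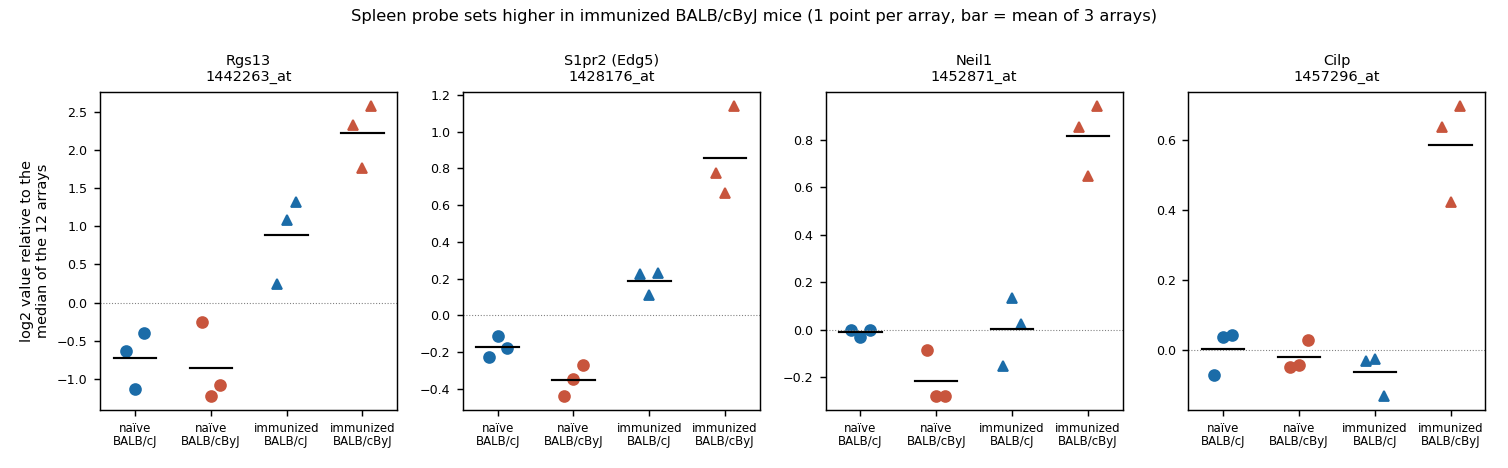
Log2 values, relative to the median of the 12 arrays, of Rgs13, S1pr2 (Edg5), Neil1 and Cilp in each array. Points are arrays (circles naïve, triangles immunized, blue BALB/cJ, red BALB/cByJ), bars are means of 3 arrays, and the vertical axes differ between panels; for S1pr2 the immunized BALB/cByJ arrays lie between 0.66 and 1.14 and the naïve ones between -0.44 and -0.27.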

Although we can speculate that these genes are involved in arthritis severity or onset, probably none of them is responsible for susceptibility.

An important observation was the inflammation around the IVD in arthritic BALB/c mice, which is found in up to 60% of patients with ankylosing spondylitis when examined by magnetic resonance imaging [73]. The nucleus pulposus of IVDs is composed mostly of hyaluronan and 'cartilage-specific' PG aggrecan, and the core protein of the human aggrecan molecule has over 100 predicted and at least 27 confirmed T-cell epitopes in BALB/c mice [9,74]. A number of these epitopes have been reported as dominant/arthritogenic in wild-type or humanized BALB/c mice [74-78] and are possibly involved in immune reactions to IVD components. The immune attack, characterized by a predominantly lymphocytic infiltration around the IVD in the early phase of the spondylitis [7-9], is most likely elicited by cross-recognition of IVD PG in mice immunized with human PG. Spondyloarthropathy has a progressive character and shows a correlation with the onset and progression of peripheral arthritis, although PGIA and PGIS are two independent diseases [11], as we have shown, and different genes in different QTLs control PGIA [9] and PGIS [29]. Interestingly, although inflammatory (autoimmune) spondyloarthropathy occurs only in BALB/c and C3H mice [7,8,11], spontaneous or experimentally induced disc degeneration has been reported in numerous animal models [79-82]. Autoimmune mechanisms are thought to play a major role only in HLA-B27 transgenic rodents [83-85] and in PGIA [7,9].

We expected to find robust T- and B-cell responses *in vitro *in antigen (PG)-stimulated spleen cell cultures of arthritic mice because RA is thought to be a T cell-dependent and B cell-mediated disease [86]. Due to the intense involvement of various lymphoid organs (spleen and lymph nodes) in the regulation of immune responses, the serum cytokine levels may represent a momentary status rather than a general level of *in vivo *activation [87]. In this respect, it is not surprising that we could not find significant correlations between clinical or histological findings and serum cytokine levels. On the other hand, when we analyzed and compared the results of individual animals with or without arthritis or spondylitis at the end of the observation period (that is, without pooling animals within a group [colony]), significant correlations were found (Table 2). For example, significantly higher levels of heteroantibodies and autoantibodies to cartilage PG were measured in the sera of arthritic and spondyloarthopathic animals than in as-yet-non-affected cage-mates (Table 2). An example of negative correlation was found when we compared PG-specific *in vitro *IFN-γ production by spleen cells in animals with and without spondylitis (Table 2), perhaps suggesting that Th1 T-cell activation was still restricted to the lymphoid organs before the immune attack against the spine occurred. Similar differences and/or negative-positive correlations, though at lower levels, were found when other markers were compared with the clinical phenotype.

Both RA and PGIA require T cells and B cells (or autoantibodies), in which the autoimmune attack culminates in the inflammatory destruction of peripheral joints. A number of similarities between RA and PGIA suggest that certain as-yet-unknown alterations of the immune system exist in both humans and mice. As a continuation of the experiments presented in this study, we are comparing gene expression in various lymphoid organs, and joint tissues of representative colonies at different time points after immunization, and correlating these results with clinical phenotypes of arthritis and spondylitis as well as with the results of our earlier genome-wide studies [9].

## Conclusion

The MHC (H-2d) and non-MHC components of the genetic background make the BALB/c strain highly susceptible to inflammatory arthritis and spondylitis. Although BALB/c colonies uniformly develop PGIA (> 95%) and PGIS (> 80%) in response to immunization with human cartilage PG aggrecan, even in the absence of mycobacterial components (that is, without the use of Freund's complete adjuvant), there are significant differences among BALB/c colonies maintained even by the same vendor at different locations or when the 'subcolonies' were separated several decades ago. Technically, among the BALB/c colonies tested so far, we have not found a PGIA- or PGIS-resistant colony, but the 'level of susceptibility' is different among them. This may be a critical question when laboratories use different colonies to induce other diseases, PGIA or PGIS, or when transgenic/gene-deficient mice in 'different' BALB/c backgrounds are compared with control wild-type BALB/c animals. Although this observation may be 'specific' for BALB/c colonies, or PGIA and PGIS, this might not be a correct conclusion. A mutation in critical genes may dramatically affect cell function(s), and the result of the mutation is then designated as a 'new phenotype'. However, mutations in inbred colonies occur frequently (for example, C5 deficiency in DBA/2 mice [88,89], in the cytoplasmic domain of Toll-like receptor-4 of The Jackson Laboratory's C3H/HeJ colony [90], and in the *Ptpn6 *gene of motheaten mice [91,92], and so on). Relatively small or as-yet-unidentified mutations in the genome may significantly affect disease susceptibility or eventually a series of physiological/pathophysiological functions, preferentially leading to incorrect conclusions.

Genetic components are major players in the development of PGIA, and our genome-wide studies explored close to 30 different loci (12 corresponding to human RA susceptibility loci identified in familial studies) [9]. Here, we present the results of a systemic age- and gender-matched comparative study using 11 substrains/colonies of BALB/c mice. With a suboptimal dose of arthritogenic cartilage PG, significant differences were found in arthritis susceptibility among colonies. Although no single gene or 'biomarker' that could account for these differences has been identified, the large number of SNPs in two sister colonies (The Jackson Laboratory's BALB/cJ and BALB/cByJ) separated about 70 years ago and the corresponding microarray results indicate that, indeed, a single or a limited number of mutations may dramatically affect the clinical phenotype of arthritis in BALB/c mice. The differences identified among colonies may help us to target disease-affecting gene(s) and may become nearly as valuable a tool as subcongenic approaches. The results of our study may serve as a direction toward a more accurate selection of disease-controlling genes from previously identified QTLs, especially from those that are shared in RA and corresponding animal models.

## Abbreviations

DDA: dimethyldioctadecyl-ammonium bromide; ELISA: enzyme-linked immunosorbent assay; IFN-γ: interferon-gamma; IL: interleukin; IVD: intervertebral disc; MHC: major histocompatibility complex; NCI: National Cancer Institute (Bethesda, MD, USA); NIH: National Institutes of Health (Bethesda, MD, USA); PG: proteoglycan; PGIA: proteoglycan-induced arthritis; PGIS: proteoglycan-induced spondylitis; QTL: quantitative trait locus; RA: rheumatoid arthritis; RUMC: Rush University Medical Center (Chicago, IL, USA); SNP: single-nucleotide polymorphism.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

HLR and TTG made the first observations for the differences between BALB/c (NCI, Hollister, and Jackson) colonies. These preliminary results led to the current study. BF carried out the most significant part of the research in Chicago, was involved in manuscript writing, and helped to perform the statistical analysis, to score animals, and to collect and pulverize human cartilage samples. FB performed T-cell separation and tissue culture and helped to perform the statistical analysis. BF and FB contributed equally to this work. OT isolated, purified, and prepared RNA for microarray hybridization. AL and SML helped to perform the statistical analysis. BT controlled and supervised animals on a daily basis. GH helped to score animals and to collect and pulverize human cartilage samples. GN and AM helped to measure serum cytokines and antibodies. TTG isolated and purified PG antigen for immunization, designed and coordinated all experiments, and prepared the final version of the manuscript. AF and KM helped to coordinate and supervise the immunizations and contributed to data selection, interpretation of results, and manuscript preparation. All authors read and approved the final manuscript.

## Supplementary Material

Additional data file 1 Word file listing 77 genes (including 14 genes with yet unknown functions) expressed differently at significant levels in spleen cells of naive and proteoglycan-immunized (non-arthritic) mice of BALB/cJ and BALB/cByJ colonies (as shown in Fig 2 as hierarchical clusterization). Four-group cross-comparison were used: naive BALB/cJ vs. immunized BALB/cJ, naive BALB/cByJ vs. immunized BALB/cByJ, naive BALB/cJ vs. naïve BALB/cByJ and immunized BALB/cJ vs. immunized BALB/cByJ). This file contains probe set identification numbers (Affymetrix), gene symbols, names and their chromosome localization, Ensembl numbers, p values, and brief description of gene function (if known). Genes with unknown functions are highlighted in blue, and genes having immuno-regulatory function in yellow. The corresponding references of these immuno-regulatory genes are [30-65]. Original data (.cel) files are submitted to Gene Expression Omnibus (Accession Number [GEO:GSE13730]; NCBI tracking system number 15549466). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

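Gene expression was measured in spleens of naïve and PG-immunized female BALB/cJ and BALB/cByJ mice with 12 whole-genome oligonucleotide arrays, 3 per group, each from a separate animal. All 12 columns of the deposited table were used, and none belonged to other samples. The authors made the deposited log2 values by robust multi-array averaging with quantile normalization and median polish in GeneSpring and then subtracted from each probe set its median over the 12 arrays. The version of the averaging procedure is not given in the sources used here. Because of the subtraction the values hold no signal level, so filters on dim probe sets and a choice of the brightest probe set of a gene could not be applied.

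Control probe sets were left out, and the remaining probe sets were tested without a further filter. Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit with a mean for each group, eBayes without a trend and not robust). One fit over all 12 arrays gave 7 contrasts: the colonies in naïve mice, in immunized mice and over both states, immunization in each colony and over both colonies, and the difference between the colonies' responses. A moderated F-test compared the 4 groups. P values were adjusted by the Benjamini-Hochberg method over all probe sets, and an adjusted p under 0.05 was called. A difference over 2-fold is an absolute log2 difference over 1. Gene names came from the annotation deposited with the arrays, and gene identifiers were looked up in the gene table of the mouse assembly GRCm38.p6, which was used only for names and for the order of genes. No symbol needed an update. Probe sets that the annotation gives to several genes were kept as probe sets and named no single gene. At the level of genes, the mean of the probe sets that name only that gene was used.

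The paper's text states how many probe sets were analysed and does not name the rule by which they were chosen. The study's own test, a one-way analysis of variance with Benjamini-Hochberg correction and Student-Newman-Keuls comparisons, was run as an alternative at the same threshold.

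The genes named in the text follow a rule set in advance: genes that the paper's text or Figure 2 names; in each pairwise contrast and in the difference of responses, up to 12 genes with the highest and 12 with the lowest log2 difference among those called in which the arrays of the groups did not overlap; and up to 4 members of each gene list with the smallest p in a contrast in which the list passed its test or held a call, together with the highest member of the pancreas, adipose, erythroid and neutrophil lists. The labels of Figure 2 and their colours had been seen when the rule was set. Cyth1, Dct and Pmel were singled out after their values were seen.

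There were 27 gene lists: cytokine genes named by the paper, germinal centre B cell, plasma cell, B cell, T cell, T follicular helper and T activation, NK cell and cytotoxic, dendritic cell, macrophage and monocyte, neutrophil and granulocyte precursor, erythroid, megakaryocyte and platelet, stromal and endothelial, pancreas acinar, adipose, cell cycle, type I interferon response, interferon-gamma response, MHC class I, MHC class II, heat shock, endoplasmic reticulum stress, immediate early genes, chemokines, cytokines, ribosomal proteins, and mitochondrial respiratory chain. They were tested at the level of genes with limma's camera with a preset correlation of 0.01, adjusted over all lists and contrasts. Alternatives were camera with an estimated correlation and fry, whose p asks whether the genes of a list move on balance one way and compares the list with no other genes.

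The alternatives set in advance were the study's own test, quantile normalization of the deposited values and subtraction of the median of each array. They included a trended and robust variance, array weights and the arrays of the compared groups alone. The replicate number and the run of sample numbers of the immunized arrays were each used as a block. Probe sets whose names end in _s_at, _x_at or _a_at were left out, and each array was left out in turn. The level of genes and a test against a fold of 1.2 completed them. Filters on signal and the brightest probe set of a gene were also set in advance and could not be run. After the data were seen, 3 alternatives were added: the mean of the erythroid list as a covariate, leaving out 4 arrays with high pancreatic or heat shock genes, and leaving out 4 arrays with high pigment cell genes. Other splits of the arrays into groups of the same sizes were counted: 10 for 3 arrays against 3, and 100 drawn with a fixed seed otherwise. The fit was tested on simulated data. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.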

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

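Among the tests given here, those chosen only after the result was seen were those of a fixed colony difference, of Cyth1 and of the germinal centre genes, the rule by which the erythroid covariate was read against random lists, and the alternatives with the erythroid covariate and without 4 arrays with high pancreatic or heat shock genes or 4 with high pigment cell genes.

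By limma many more probe sets differed between the naïve colonies (1976) than between the immunized colonies (54), although the study's analysis of variance called 67 and 71 and the erythroid covariate left 26 and 47, and 1900 and 14 of these lie outside the genes of Figure 2, as do 15 of the 23 called with immunization in BALB/cByJ mice. Pancreatic tissue in the array of naïve BALB/cByJ replicate 1 is argued against as the cause, because 2470 probe sets were called without that array. The weaker pancreatic signal of the other naïve BALB/cByJ arrays was not tested. For a fixed colony difference, the ratio of the immunized to the naïve difference was taken in naïve arrays kept out of the selection. It had a median of 0.558, above the bound of 0.5 set for it, so this explanation stays open. Of the 9 pairs of arrays, 3 lay below that bound (0.455 to 0.912). Every pair lay below the ratio of an equal difference in both states. The pairs rested on 47 to 3608 probe sets, and over all 1976 naïve calls the median ratio was 0.358. Fewer erythroid and cycling cells in the naïve BALB/cJ spleens, 2 of which had low erythroid genes, may account for part of the difference: with the erythroid list mean as a covariate 26 of 1956 calls outside that list were left (1.33%), 0.565 of the naïve difference remained in the median, and the standard error was 1.61 times larger. As the covariate is confounded with the naïve colonies and 9 of 100 random lists left as few calls (range 6 to 6391, median 781), this cannot be told apart from a difference in expression within cells. The count was 161 and 232 without naïve BALB/cJ replicates 2 and 1, 265 and 1285 without naïve BALB/cByJ replicates 3 and 2, and 15 without the 4 arrays with high pigment cell genes (17 between the immunized colonies), and a biological difference between the naïve colonies stays open.

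Cyth1, a guanine nucleotide exchange factor for ARF GTPases, lay at the BALB/cJ level in 1 of the 6 BALB/cByJ arrays: by 1 of its probe sets the value was 0.02 in naïve BALB/cByJ replicate 2, from -4.19 to -5.51 in the other BALB/cByJ arrays and from -0.02 to 0.36 in the BALB/cJ arrays. A BALB/cJ spleen under a BALB/cByJ label is argued against, because over 48 shared colony calls selected without this array it had a median position of 0.971 (quartiles 0.907 and 1.04) on a scale with the BALB/cJ mean at 0 and the BALB/cByJ mean at 1. BALB/cJ RNA mixed into the sample is argued against as well, because the 22 of these that are lower in BALB/cByJ mice were not raised in this array (median -0.0159, upper quartile 0.0776). A fault of a single probe set is argued against by the 3 probe sets given to Cyth1 at the BALB/cJ level in this array: 2 are low in the other BALB/cByJ arrays, and 1, given also to another gene model, is high there (2.15 to 3.89, against 0.20 in this array). A difference at this gene among BALB/cByJ mice may be the source, as a hypothesis that was not tested, since no sequence of these animals was used here.

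The rise of the germinal centre list with immunization was larger in BALB/cByJ than in BALB/cJ mice, by 0.341 in the median (camera adjusted p = 7.75e-10, and adjusted p = 0.0952 with an estimated correlation) and by 0.483 in the mean (SE 0.0838), which is a difference between the colonies in their response. More B cells in the immunized BALB/cByJ spleens are argued against as the whole cause, because the B cell list differed by 0.156 in the median and the germinal centre mean exceeded the B cell mean by 0.276 (SE 0.0801), although a part of that size stays open. The run of sample numbers is argued against, because between the immunized colonies the list mean differed by 0.426 (SE 0.0412) with the run as a block, 0.379 (SE 0.0593) without it, and 0.431 and 0.420 within the runs. The list median there was smaller, at 0.13, with 2 of 13 genes called. Between the naïve colonies the list was at -0.161 in the median and -0.104 in the mean. Of its 13 genes, 3 were called lower and 1 higher in naïve BALB/cByJ mice, and the list did not pass (camera adjusted p = 0.0561). A part of the larger rise therefore lies in the naïve arrays. Pancreatic tissue in naïve BALB/cByJ replicate 1 is argued against, because the difference of the rises in the mean was 0.495 (SE 0.0941) without that array. The weaker pancreatic signal of the other naïve BALB/cByJ arrays was not tested. A larger or earlier germinal centre response in BALB/cByJ mice at this time may explain the values, as a hypothesis found and tested on the same arrays. S1pr2 and Neil1 were chosen by the study on these arrays, and the list's call does not hold with an estimated correlation.

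Other lists also differed between the colonies in their response to immunization by camera, and none of these calls holds with an estimated correlation (adjusted p from 0.301 to 0.668). The rise in BALB/cByJ minus that in BALB/cJ mice had a median of 0.231 for plasma cell, 0.262 for T cell, 0.124 for T follicular helper, 0.142 for dendritic cell, 0.355 for neutrophil, 0.217 for stromal, 0.131 for MHC class II and 0.127 for immediate early genes. It was -0.909 for erythroid, -0.898 for pancreas acinar, -0.527 for cell cycle, -0.166 for type I interferon response and -0.168 for heat shock genes. The T cell median was -0.369 in immunized BALB/cJ replicate 1, against -0.0848 to 0.141 in the other arrays. The pancreas acinar median was 2.10 in naïve BALB/cByJ replicate 1 and 0.242 or lower in the others. Heat shock genes were high only in the run with sample numbers 48 to 50 (1 BALB/cByJ and 2 BALB/cJ arrays). Their difference in response cannot be told from a difference between the runs.

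Outside the genes that the paper discusses, the largest rises with immunization in BALB/cByJ mice were those of Rgs13 (3.07), of Saa3, an acute phase protein (2.77), of a probe set without a named gene (2.62), and of Mybl1 (1.28), Rassf6 (1.15), Mef2b (1.12), Eaf2 (1.02) and Clec5a (0.89). A probe set shared by the amylase genes Amy2a1 to Amy2a5 differed by -5.35. The calls of Saa3, Eaf2, Clec5a and the amylase probe set had adjusted p values from 0.0416 to 0.049 and were lost in most of the alternatives.

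For comparisons of 3 arrays against 3 there are 10 splits, too few for a share under 0.05. Between the naïve colonies 1 of the 10 splits, the real one, called as many as 1976 probe sets, and the highest other split called 0. The numbers were 1 of 10 between the immunized colonies (54 real, 20 in the highest other), and 1 of 10 with immunization in BALB/cByJ mice (23 and 0). For the F-test over the 4 groups, 4 of 100 splits called as many as 796 (highest other 1729). For the colonies over both states 2 of 100 called as many as 2081 (highest other 2201). Both shares are under 0.05, but 100 splits cannot tell 4 from 5, so chance is not firmly excluded for the F-test. Chance is not excluded for immunization over both colonies, where 5 of 100 splits called as many as 21 (highest other 2666). Where the real count is 0 the splits decide nothing, as every split calls as many: 10 of 10 with immunization in BALB/cJ mice (highest other 184) and 100 of 100 for the difference between the colonies' responses (highest other 992). Splits that call several times the real number point to a structure of the samples other than the groups.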

How the results depend on the processing

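The alternatives chosen only after the data were seen were the erythroid list mean as a covariate and leaving out 4 arrays with high pancreatic or heat shock genes or 4 with high pigment cell genes; the others were set in advance. Filters on dim probe sets (the 20th percentile of an array, and the brighter part of the probe sets) and the brightest probe set of each gene were not run, because the deposited values hold no signal level, and so what signal over background limits is not known. Where a count moved, the cause was not tested, apart from the following. Fewer probe sets or genes were tested at the level of genes and without probe sets whose names end in _s_at, _x_at or _a_at. Leaving out arrays lowers the number of samples, and a test against a fold of 1.2 asks for a larger difference.

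The study's one-way analysis of variance with its pairwise comparisons called 74 probe sets among the 4 groups, 67 between the naïve colonies (37 higher and 30 lower in BALB/cByJ), 71 between the immunized colonies (48 higher and 23 lower), 28 with immunization in BALB/cJ, 27 over 2-fold and 0 cytokine genes. After quantile normalization of the deposited values 1309 were called between the naïve and 88 between the immunized colonies and 2 for the difference in response (1 higher and 1 lower), and immunization over both colonies gave 24 higher and 7 lower, against 19 and 2. With the median of each array subtracted 13 were called with immunization in BALB/cByJ, and with a trended and robust variance 3. Array weights gave 4865 among the 4 groups, 5950 between the naïve colonies (2903 higher and 3047 lower), 651 with immunization in BALB/cJ, 4557 between the colonies over both states, 85 with immunization over both colonies and 645 over 2-fold. The arrays of the compared groups alone gave 1262 between the naïve colonies and 6 with immunization in BALB/cByJ. Whether replicate numbers pair the arrays is not settled. Of 18 pairs with the same number, 9 had a correlation over 0.1 (range -0.289 to 0.368), and pairs with different numbers were not compared with them. As a block the replicate numbers gave 12 with immunization in BALB/cByJ and 8 over both colonies. The run of sample numbers as a block gave 56 with immunization in BALB/cByJ, 45 over both colonies and 6 for the difference in response.

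Without probe sets whose names end in _s_at, _x_at or _a_at 30 colony calls were shared and 0 cytokine genes called. The name of the Il1b probe set ends in _a_at, so it was not tested there. At the level of genes 26 were called between the immunized colonies, 15 with immunization in BALB/cByJ, 32 over both colonies, 124 over 2-fold and 22 in both colony comparisons. Tested against a fold of 1.2, 83 were called between the naïve colonies, 33 between the immunized colonies, 64 over both states, 6 with immunization in BALB/cByJ, 2 over both colonies, 30 in both colony comparisons and 0 cytokine genes. The erythroid covariate gave 74 among the 4 groups, 26 between the naïve colonies, 52 over both states, 14 with immunization in BALB/cByJ, 13 over both colonies, 42 over 2-fold, 24 shared colony calls and 0 cytokine genes. Without the 4 arrays with high pancreatic or heat shock genes, which leaves immunized BALB/cJ with 1 array assumed to vary like the other groups, 3065 were called between the naïve colonies, 141 between the immunized colonies, 877 over both states (310 higher and 567 lower, against 1370 and 711 with all arrays), 103 with immunization in BALB/cJ, 113 over both colonies, 13 for the difference in response and 421 over 2-fold. Without the 4 with high pigment cell genes, which leaves naïve BALB/cJ with 1 array under the same assumption, the counts were 29 among the 4 groups, 15 between the naïve and 17 between the immunized colonies, 38 over both states, 7 with immunization in BALB/cByJ, 0 over both colonies, 25 over 2-fold, 12 shared colony calls and 0 cytokine genes.

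With each array left out in turn, the counts ranged from 111 (without naïve BALB/cJ replicate 2) to 1166 (without naïve BALB/cJ replicate 3) among the 4 groups, from 161 (without naïve BALB/cJ replicate 2) to 2470 (without naïve BALB/cByJ replicate 1) between the naïve colonies, from 40 to 63 between the immunized colonies and from 620 (without naïve BALB/cJ replicate 2) to 2609 (without naïve BALB/cByJ replicate 1) between the colonies over both states. This last count was 848 and 741 without naïve BALB/cByJ replicate 3 and naïve BALB/cJ replicate 1, 794 and 901 without immunized BALB/cByJ replicates 2 and 3, and 1238 and 979 without immunized BALB/cJ replicates 1 and 3. They ranged from 0 to 3 (without immunized BALB/cJ replicate 3) with immunization in BALB/cJ, from 6 (without naïve BALB/cByJ replicate 2) to 35 (without immunized BALB/cByJ replicate 1) in BALB/cByJ and from 6 (without naïve BALB/cByJ replicate 3) to 37 (without immunized BALB/cByJ replicate 1) over both colonies, where the count was 7 without naïve BALB/cByJ replicate 2, 8 and 10 without naïve BALB/cJ replicates 2 and 3, and 9 and 13 without immunized BALB/cJ replicates 2 and 3. The ranges were 0 to 10 (without immunized BALB/cJ replicate 1) for the difference in response, 55 (without naïve BALB/cJ replicate 1) to 497 (without naïve BALB/cJ replicate 3) over 2-fold, 38 to 51 for shared colony calls, 0 to 1 for cytokine genes and 98 to 114 for gene lists.

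Of the tests of gene lists, 108 passed with the preset correlation, 2 with an estimated correlation (the germinal centre list with immunization in BALB/cByJ and over both colonies) and 24 by fry. The T cell list turned its direction without immunized BALB/cJ replicate 1 and did not pass there between the immunized colonies (adjusted p = 0.244) or with immunization in BALB/cJ (adjusted p = 0.165); with each array left out, its adjusted p reached from 1.58e-05 to 0.244 and from 9.09e-05 to 0.176. Under both other scalings none of the 108 list medians changed sign, and the median of all probe sets shifted by at most 0.00646 after quantile normalization and 0.00745 after subtraction of the median.

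Among the single genes named, Lman1 was at -0.0275 between the naïve colonies at the level of genes, against 0.41 for the probe set called, and Ypel4 at -0.10 with the erythroid covariate; neither was called there. No other result of a named gene changed its direction in these alternatives. Calls were lost for 48 with the analysis of variance, 30 with a trended and robust variance, 32 with the compared groups alone, 62 against a fold of 1.2, 13 after quantile normalization, 6 with the median subtracted, 2 with array weights, 10 with the replicate block, 5 with the run as a block, 18 at the level of genes, 69 with the erythroid covariate 21 without the 4 arrays with high pancreatic or heat shock genes and 102 without the 4 with high pigment cell genes, and for 8 to 44 when 1 array was left out.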

Differences from the paper's values

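The paper's counts refer to genes at the paper's stated threshold, a Benjamini-Hochberg corrected p under 0.05, which was also used here, among the paper's 36,816 probe sets; the counts here are probe sets of 45037 tested. For genes differing among the 4 groups the paper's value is 77, and the value here is 796. Of the alternatives set before the data were examined, the methods' one-way analysis of variance gave 74 and leaving out naïve BALB/cJ replicate 2 gave 111, both within 1.5 times the paper's value, and the other alternatives did not. The erythroid list mean as a covariate also gave 74, but it was chosen after the values were seen, and it leaves 41 of the 75 matched labels of Figure 2 not called, against 13 here.

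For genes over 2-fold in any of the 4 comparisons the paper's value, in its results and the legend of Figure 2, is 23, and the value here is 233. The methods' analysis of variance gave 27, within 1.5 times the paper's value, and the other alternatives set in advance did not. Leaving out the 4 arrays with high pigment cell genes gave 25, but it was chosen after the values were seen, and it leaves 58 of the 75 matched labels not called. For genes specific for naïve mice the paper's value is 69, and the value here, the probe sets past the F-test that were called between the naïve colonies, is 685; this reading of the paper's wording, and the next, is an interpretation. The methods' analysis of variance gave 67, leaving out naïve BALB/cJ replicate 1 gave 82 and leaving out naïve BALB/cJ replicate 2 gave 76, and the other alternatives differed by more than 1.5 times. For genes associated with immunization the paper's value is 8, and the value here, the probe sets past the F-test that were not called between the naïve colonies, is 111. Most of these have no call for immunization: of the 796 probe sets past the F-test, 23 were called with immunization in either colony. The methods' analysis of variance gave 7, and the other alternatives differed.

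Of the 75 labels of Figure 2 that were matched to a probe set, 62 had one past the F-test, and 22 of the 22 matched labels marked with an asterisk were called and differed by more than 2-fold. The paper marks Atg2b, Irak1 and Ganc among the genes that responded to immunization, and none was called here (smallest adjusted p of the F-test 0.0927, 0.169 and 0.0897), while S1pr2, Neil1 and Cilp, which carry the same mark, were. Atg2b and Ganc were called by the methods' analysis of variance and with array weights, and Irak1 with array weights. Of the 13 matched labels not called, 6 were called by the methods' analysis of variance, 8 with array weights, 1 at the level of genes (Relb) and 1 without naïve BALB/cJ replicate 3 (Acly). The legend describes the marked genes as differing in response to immunization alone, whereas S1pr2 (0.67), Neil1 (0.81) and Cilp (0.65) also differed between the immunized colonies in the comparison here.

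The paper found no differential expression between the 2 colonies for the cytokine genes it discusses there, those of IL-4, IL-6 and IFN-γ, and none of these 3 was called here in either state. Among the other cytokines that its methods measure as proteins, Il1b was called here in naïve mice (log2 difference -0.71, adjusted p = 0.0217). Il1b was not called by the methods' analysis of variance, against a fold of 1.2, with the erythroid list mean as a covariate, without the 4 arrays with high pigment cell genes, or without naïve BALB/cByJ replicate 2 or 3 or naïve BALB/cJ replicate 1 or 2.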

Other observations

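By camera with its preset correlation, lists of the innate response, of chaperones and of antibody secretion moved with immunization in 1 or both colonies. None of these lists passed with an estimated correlation. At the level of genes, at which the lists were tested, no neutrophil, heat shock or plasma cell gene was called with immunization within a single colony. By single probe sets, the chaperone Hspa8 was called in BALB/cByJ mice by 1 of its 4 (1.38, adjusted p = 0.0018 from limma). As naïve and immunized arrays lie in different runs of sample numbers, an effect of the run is not separated from that of immunization. In BALB/cJ mice the neutrophil and granulocyte precursor list had a median log2 difference of 0.982 (none of 17 genes called, 14 higher when adjusted over the list alone, camera adjusted p = 1.44e-13, and adjusted p = 0.348 with an estimated correlation), and over both colonies 11 of its 17 genes rose (14 when adjusted over the list alone; median 1.30, camera adjusted p = 1.2e-25, and adjusted p = 0.301 with an estimated correlation). The heat shock list had a median of 0.373 in BALB/cJ mice, where none of 24 genes was called (16 higher when adjusted over the list alone, camera adjusted p = 4.53e-13, and adjusted p = 0.34 with an estimated correlation), as for Hsp90aa1 at 0.42 (adjusted p = 0.235). It was 0.193 in BALB/cByJ mice (none of 24 called, 1 higher when adjusted over the list alone, camera adjusted p = 0.000144, and adjusted p = 0.5 with an estimated correlation). These genes were high in 3 of the 6 immunized arrays, those with sample numbers 48 to 50 (medians 0.23 to 0.394). Immunized arrays with sample numbers 29 to 33 had medians from -0.00165 to 0.0186, so the rise cannot be told from a difference between the runs. Neutrophil medians were 0.813 to 1.17 in the former and -0.118 to 0.526 in the latter. The cell cycle list had a median of 0.422 in BALB/cJ mice (none of 35 called, 19 higher when adjusted over the list alone, camera adjusted p = 7.56e-21, and adjusted p = 0.351 with an estimated correlation) and the erythroid list 0.618 (none of 20 called, 2 higher when adjusted over the list alone, and adjusted p = 0.432 with an estimated correlation); both were low in naïve BALB/cJ replicates 1 and 2. In BALB/cByJ mice the plasma cell list had a median of 0.307 (none of 15 called, 6 higher when adjusted over the list alone), with Mzb1, a chaperone of antibody-secreting cells, at 0.42 (adjusted p = 0.193), the endoplasmic reticulum stress list 0.208 (none of 22 called, 10 higher when adjusted over the list alone) and the immediate early genes 0.0904 (none of 24 called, 5 higher when adjusted over the list alone), with Fos, a transcription factor, at 1.03 (adjusted p = 0.121). With an estimated correlation the adjusted p of these 3 lists was 0.348, 0.301 and 0.301. Cd83, a dendritic cell activation marker, rose in BALB/cByJ mice at the level of genes by 0.63 (adjusted p = 0.0214), alone of 17 dendritic cell genes (3 higher when adjusted over the list alone).

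Between the immunized colonies the germinal centre list was higher in BALB/cByJ mice (median 0.13, mean 0.379, 2 of 13 genes called, 6 when adjusted over the list alone, camera adjusted p = 9.59e-08, and adjusted p = 0.154 with an estimated correlation), as was the cell cycle list (median 0.385, none of 35 called, 8 when adjusted over the list alone, camera adjusted p = 9.69e-18, and adjusted p = 0.377 with an estimated correlation). The erythroid list moved with it (median 0.438, none of 20 called by either adjustment, camera adjusted p = 0.000453, and adjusted p = 0.585 with an estimated correlation), and immunized BALB/cJ replicate 3 was low in both (medians -0.488 for cell cycle and -0.725 for erythroid). The NK cell and cytotoxic list was lower (median -0.246, none of 15 called, 4 lower and 1 higher when adjusted over the list alone, camera adjusted p = 2.56e-05, and adjusted p = 0.368 with an estimated correlation). Also lower were the chemokine (median -0.197), heat shock (-0.183), macrophage and monocyte (-0.137), endoplasmic reticulum stress (-0.119), MHC class II (-0.0849) and cytokine lists (-0.0488). The T cell list was higher (0.133). For these lists the camera adjusted p ranged from 5.09e-06 to 0.046, and from 0.348 to 0.678 with an estimated correlation. None of their genes was called.

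Among the other lists, those that passed camera between the naïve colonies did so with the following medians in BALB/cByJ minus BALB/cJ mice, and none passed with an estimated correlation (adjusted p from 0.301 to 0.678). Immediate early genes had -0.19 (6 of 24 lower and 1 higher; 12 lower and 1 higher when adjusted over the list alone), with Fos at -1.03 (adjusted p = 0.0125) and Ppp1r15a, a phosphatase subunit of the stress response, at 1.20 (adjusted p = 0.03). The stromal and endothelial list had -0.291 (none of 19 called, 10 lower when adjusted over the list alone), the neutrophil list -0.629 (none of 17 called by either adjustment), the plasma cell list -0.258 (1 of 15 lower, 4 when adjusted over the list alone), and, with the number adjusted over the list alone given second, NK cell and cytotoxic genes -0.222 (1 of 15 lower; 4), interferon-gamma response -0.2 (2 of 20 lower; 4), endoplasmic reticulum stress -0.17 (1 of 22 lower and 1 higher; 9 and 2), chemokines -0.139 (2 of 24 lower; 3), cytokines -0.0908 (4 of 32 lower; 4), and macrophage and monocyte -0.172 and T cell -0.095 with none called of 20 and 17. The type I interferon response had 0.126 (3 of 25 higher, 6 when adjusted over the list alone), with Oas3, an antiviral synthetase, at 1.23 (adjusted p = 0.022), and the pancreas acinar list 0.888 (1 of 17 higher, 2 when adjusted over the list alone), with Prss2, a trypsin, at 0.89 (adjusted p = 0.0476); this list was highest in naïve BALB/cByJ replicate 1. The lists that did not pass were germinal centre (camera adjusted p = 0.0561), T follicular helper (0.312), megakaryocyte and platelet (0.711, with a median of -0.0232 and a mean of 0.0813), adipose (0.396), heat shock (0.823), ribosomal proteins (0.89), mitochondrial respiratory chain (0.0515) and the cytokine genes named by the paper (0.11).

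The test of gene order was chosen only after the colony calls were seen. A hypothesis is that the genes that differ between the colonies in both states lie in shared regions, as neighbouring genes that differ together might after a stretch of the genome was fixed differently in the colonies. Of 24 genes called in both colony comparisons, 23 could be placed in the gene order of GRCm38.p6, and 5 pairs lay within 20 genes of each other: Glo1 with 1700097N02Rik and Dnah8, these last with each other, Neto1 with Rttn, and Surf4 with Rexo4. In a permutation test, 10000 random draws of as many of the 18145 placed genes gave at most 6 such pairs and a 95th percentile of 2 (permutation p = 7e-04). Of the 16 shared genes with more than 1 probe set, 5 were called by every probe set (Arl2bp, Glo1, Rtf2, Neto1 and Rexo4). Sequence differences under single probes could also give such calls and were not tested, since no probe or strain sequences were used here.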
